# Oxidized mitochondrial DNA induces gasdermin D oligomerization in systemic lupus erythematosus

**DOI:** 10.1038/s41467-023-36522-z

**Published:** 2023-02-16

**Authors:** Naijun Miao, Zhuning Wang, Qinlan Wang, Hongyan Xie, Ninghao Yang, Yanzhe Wang, Jin Wang, Haixia Kang, Wenjuan Bai, Yuanyuan Wang, Rui He, Kepeng Yan, Yang Wang, Qiongyi Hu, Zhaoyuan Liu, Fubin Li, Feng Wang, Florent Ginhoux, Xiaoling Zhang, Jianyong Yin, Limin Lu, Jing Wang

**Keywords:** Cell death and immune response, Stress signalling, Neutrophils

## Abstract

Although extracellular DNA is known to form immune complexes (ICs) with autoantibodies in systemic lupus erythematosus (SLE), the mechanisms leading to the release of DNA from cells remain poorly characterized. Here, we show that the pore-forming protein, gasdermin D (GSDMD), is required for nuclear DNA and mitochondrial DNA (mtDNA) release from neutrophils and lytic cell death following ex vivo stimulation with serum from patients with SLE and IFN-γ. Mechanistically, the activation of FcγR downregulated Serpinb1 following ex vivo stimulation with serum from patients with SLE, leading to spontaneous activation of both caspase-1/caspase-11 and cleavage of GSDMD into GSDMD-N. Furthermore, mtDNA oxidization promoted GSDMD-N oligomerization and cell death. In addition, GSDMD, but not peptidyl arginine deiminase 4 is necessary for extracellular mtDNA release from low-density granulocytes from SLE patients or healthy human neutrophils following incubation with ICs. Using the pristane-induced lupus model, we show that disease severity is significantly reduced in mice with neutrophil-specific *Gsdmd* deficiency or following treatment with the GSDMD inhibitor, disulfiram. Altogether, our study highlights an important role for oxidized mtDNA in inducing GSDMD oligomerization and pore formation. These findings also suggest that GSDMD might represent a possible therapeutic target in SLE.

## Abstract (web summary)

Systemic lupus erythematosus is characterised by the generation of antibodies targeting DNA and nuclear antigens. Here, the authors show that oxidised mitochondrial DNA induces gasdermin D oligomerization and promotes pore formation in neutrophils from patients with SLE.

## Introduction

Systemic lupus erythematosus (SLE) is a heterogeneous autoimmune disease characterized by the breakdown of tolerance against nucleic acids, leading to systemic damage to peripheral organs^1–3^. Dysregulation of apoptosis has been proposed to have a key role in tolerance failure, activation of autoimmune lymphocytes and tissue damage in SLE^4,5^. In addition to apoptosis, necrotic cell death is also important in the initiation and perpetuation of SLE^5^. However, the involvement pyroptosis, a gasdermin-mediated form of programmed necrotic cell death^6^, remains unconfirmed in SLE.

Gasdermin D (GSDMD) is a pore-forming protein that plays a key role in pyroptosis^7,8^. Following its cleavage by caspase-1 or caspase-11, GSDMD-N translocates to the plasma membrane where it oligomerizes to form membrane pores, resulting in cellular lysis and inflammatory cytokine release^9,10^. In addition to permitting the release of pro-inflammatory cytokines, GSDMD pores can also facilitate the release of tissue factor and lectin, thereby to further promote inflammation^11,12^. Despite the importance of GSDMD in pyroptosis, mechanisms regulating its activity are largely focused on upstream factors that regulate its cleavage, such as NLRP3 inflammasome, caspase-11 or caspase-8^13,14^. Whether other factors promote pore formation at the plasma membrane after GSDMD cleavage is less clear. A recent study identified that Ragulator-Rag promotes GSDMD oligomerization through mitochondrial reactive oxygen species (mROS) in macrophages^15^. However, the precise mechanism through which mROS regulate GSDMD oligomerization remains poorly described.

Mitochondrial DNA (mtDNA) is a multi-copy, circular, double-stranded DNA molecule that is essential for oxidative phosphorylation (OXPHOS)^16,17^. Dysregulation of mtDNA has been associated with multiple diseases including neurodegenerative disorders, metabolic disease, heart failure and cancer^18–20^. In SLE, neutrophil mtDNA is highly accessible to be oxidized by mROS and released from mitochondria^21,22^. Cytosolic mtDNA further promotes type I interferon (IFN) production through the cGAS-STING pathway^23,24^. In addition, mtDNA can also be released into the extracellular environment^25^. Extracellular mtDNA activates plasmacytoid dendritic cells and initiates CD4^+^ T cell activation, which is critical to SLE pathogenesis^21,26^. Recently, mtDNA was identified as an intracellular second messenger under genotoxic stress^27^. However, the role of mtDNA after mROS stress in SLE is incompletely understood.

In the present study, we provide evidence that GSDMD activation in neutrophils strongly correlates with plasma mtDNA levels and disease activity in SLE patients. Moreover, we further uncover a novel mechanism of oxidized mtDNA (Ox-mtDNA)-dependent GSDMD oligomerization via a direct interaction with the Gasdermin D-N (GSDMD-N) terminal. We also evaluate the therapeutic potential of targeting GSDMD in the context of SLE.

## Results

### GSDMD is activated in neutrophils of SLE patients and lupus mice

Damage associated molecular patterns (DAMPs) which can be detected by innate immune receptors are important regulators of autoimmune disease^28^. As the kidney is the most vulnerable organ in SLE, we measured the expression of DAMP receptors in kidneys from pristane-induced-lupus (PIL) mice, including Toll-like receptors (TLRs), NOD-like receptors (NLRs), the retinoic acid-inducible gene I (RIG-I), C-type lectin receptors (CLRs), intracellular DNA sensors, and associated downstream signaling molecules. 

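Kidney RNA was sequenced in 9 libraries, 3 from WT mice given saline, 3 from WT mice given pristane (PIL mice) and 3 from *Gsdmd*-/- mice. Pristane is a hydrocarbon oil that induces a lupus-like disease after intraperitoneal injection. The paper gives 0.5 ml of pristane or 0.5 ml of saline per mouse, injected at 4 weeks of age, with kidneys taken 31 weeks later. For the control group the treatment field of the sample labels reads none, while the treatment protocol in the labels and the paper give saline. RNA was isolated with TRIzol and read as paired ends on an Illumina Novaseq6000. The authors aligned the reads to the mouse genome mm10 with Hisat2, counted them per gene with HTSeq and compared groups with DESeq2. The counts cover 21935 genes, most of them protein-coding, and sum to between 13311063 and 16299328 per library. From these counts, the 14069 genes that passed edgeR's filter on low counts were scaled by TMM and tested with edgeR's quasi-likelihood test across the 3 groups, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, and a positive log2 fold change stands for a higher count in PIL mice than in saline-treated mice. Expression is given as CPM, counts scaled to library size with TMM factors. The sources do not say whether each library came from a separate mouse, so errors and p values measure the spread between libraries. Gene lists were tested as sets with camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the data. Counts simulated at 1 spread per gene, shared by all 9 libraries, gave a call for 44% of genes with a 2-fold difference and for 88% with a 4-fold difference. A larger spread within the PIL group was not modelled. The mice are described as female. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* summed to 156 ± 38.3 CPM (mean ± SD, n = 3 libraries) in the saline group, and to 0 counts in the other 6 libraries, where 0 counts allow up to 0.0338 CPM. The PIL libraries differed among themselves more than the other groups did. On the first principal component, which held 41.7% of the variance, PIL replicates 1, 2 and 3 lay at 84.1, 49.7 and -0.133, and the saline libraries between -43.8 and -13.7. Mitochondrially encoded transcripts made up 7.22% to 13.3% of the counts of the PIL libraries and 10.8% to 12.8% of those of the saline libraries.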

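In PIL kidneys, lists of macrophage, cytokine and chemokine, complement and extracellular matrix genes were higher than in saline kidneys by camera, and a list of proximal tubule genes was lower. None of these list calls held with an estimated correlation (adjusted p = 0.401 each). *Casp1*, the inflammasome protease that processes pro-IL-1β and GSDMD, rose from 2.42 ± 0.195 to 7.76 ± 2.54 CPM (mean ± SD, n = 3 libraries). Its log2 fold change was 1.68 (standard error 0.29, adjusted p = 0.0130 from edgeR). *Gsdmd*, the pore-forming substrate of these caspases, had 7.68 ± 3.63 CPM in saline and 12.4 ± 6.94 in PIL kidneys, a log2 fold change of 0.70 (standard error 0.43, adjusted p = 0.319 from edgeR). *Casp4*, which senses cytosolic lipopolysaccharide, had 6.15 ± 5.32 and 13.0 ± 6.90 CPM, a log2 fold change of 1.08 (standard error 0.60, adjusted p = 0.271 from edgeR). With limma-voom and sample quality weights, *Gsdmd* (log2 fold change 1.39, adjusted p = 0.00750) and *Casp4* (1.60, adjusted p = 0.00561) passed the test. The genes lie on GRCm38 at chromosome 15, 75862327 to 75867408 (*Gsdmd*, ENSMUSG00000022575), chromosome 9, 5298508 to 5307290 (*Casp1*, ENSMUSG00000025888) and chromosome 9, 5308828 to 5336783 (*Casp4*, ENSMUSG00000033538). Of 20 inflammasome and pyroptosis genes, 4 rose and none fell (7 rose when adjusted over the list alone), with a median log2 fold change of 1.02 and an adjusted p of 0.000205 from camera. Of 23 measured cytokines and chemokines, 8 rose and none fell (15 rose when adjusted over the list alone; camera, adjusted p = 6.54e-08), among them the chemokines *Cxcl14* (1.94, adjusted p = 0.0107 from edgeR) and *Ccl3* (2.55, adjusted p = 0.0121). Of 21 monocyte, macrophage and dendritic cell markers, 11 rose (16 when adjusted over the list alone; camera, adjusted p = 1.56e-11). *Trem2*, a lipid receptor of macrophages, rose from 0.220 to 8.62 CPM, and *Ms4a7*, another macrophage marker, from 2.11 to 17.9. Of 23 Fcγ receptor and complement genes 5 rose, and 13 rose and 1 fell when adjusted over the list alone (camera, adjusted p = 8.20e-06). The complement receptor *C3ar1* had a log2 fold change of 2.44 (adjusted p = 0.0107 from edgeR). Of 9 measured B cell and plasma cell markers 3 rose (5 when adjusted over the list alone; camera, adjusted p = 0.00262), including the immunoglobulin joining chain *Jchain* (5.30, adjusted p = 0.0200 from edgeR). Among 19 T and NK cell markers 1 rose (2 when adjusted over the list alone; camera, adjusted p = 0.0314). None of 12 measured neutrophil markers was called by edgeR, and their list did not pass the test (median log2 fold change 0.63; camera, adjusted p = 0.135, and 0.696 with an estimated correlation). The neutrophil list passed as higher without saline replicate 1 (adjusted p = 0.00831), saline replicate 2 (0.0145), PIL replicate 3 (0.00787) or *Gsdmd*-/- replicate 1 (0.0365), 2 (0.0311) or 3 (0.0289), with no filter on low counts (0.0293) and with limma-voom and sample quality weights (0.0452). Of 19 kidney injury genes 5 rose (15 when adjusted over the list alone; camera, adjusted p = 7.51e-06), and of 23 extracellular matrix and fibroblast genes 6 rose (14 when adjusted over the list alone, with 1 lower; camera, adjusted p = 1.33e-07). The pericyte and fibroblast receptor *Pdgfrb* had a log2 fold change of 1.01 (adjusted p = 0.0107 from edgeR). Of 16 podocyte genes 9 rose and 1 fell (camera, adjusted p = 1.87e-05), including the cell cycle inhibitor *Cdkn1c* (1.55, adjusted p = 0.00375 from edgeR). The podocyte list was also higher in *Gsdmd*-/- than in saline kidneys (camera, adjusted p = 1.95e-10, and 0.284 with an estimated correlation). *Cdkn1c* stood at 23.6, 30.2 and 25.4 CPM in *Gsdmd*-/- replicates 1, 2 and 3, which had 0 Y-linked counts. The podocyte difference from saline thus goes with the Y-linked reads as well as with pristane. Of 25 proximal tubule genes 6 fell and 1 rose (camera, adjusted p = 2.58e-07). The amino acid transporter *Slc7a13* fell from 658 to 0.677 CPM and the fatty acid hydroxylase *Cyp4b1* from 2424 to 316. They stood at 1.14 and 462 CPM in *Gsdmd*-/- kidneys, which also lacked Y-linked counts, and 6 male-biased kidney genes, of which *Cyp2e1* is also in the proximal tubule list, were higher in the saline libraries than in the other 6 by a median of 1.55 on the log2 scale. With an estimated correlation the adjusted p was also 0.401 for the inflammasome, B cell and podocyte lists, 0.528 for the injury list and 0.692 for the T and NK cell list, so these list calls did not hold either. In the same comparison the 4 Y-linked genes were lower in PIL kidneys (camera, adjusted p = 2.12e-54, and adjusted p = 0.00263 with an estimated correlation), and 5 measured genes of perirenal fat had a median log2 fold change of -3.35 (camera, adjusted p = 0.0363, and adjusted p = 0.401 with an estimated correlation). The call of *Casp1* ended without saline replicate 1 (adjusted p = 0.0555 from edgeR) or without PIL replicate 2 (adjusted p = 0.0544), that of *Ccl3* likewise (0.0598 and 0.0528), that of *C3ar1* without saline replicate 1 (0.0573), and that of *Jchain* without saline replicate 1 (0.0597), saline replicate 2 (0.0546) or PIL replicate 2 (0.0635). The call of the T and NK cell list ended without saline replicate 3 (camera, adjusted p = 0.448) or PIL replicate 1 (0.412), and that of the fat list without saline replicate 3 (0.124) or PIL replicate 3 (0.0769). The T and NK cell list also did not pass with upper-quartile scaling (0.0600), at 10 counts in every library (0.138) or with limma-voom (0.462), nor did the fat list at 10 counts (0.105), with limma-voom (0.0815) or on only the 6 libraries of the 2 groups (0.0534), nor the B cell list at 10 counts (0.224). The calls of *Cxcl14*, *Trem2*, *Ms4a7*, *Pdgfrb*, *Cdkn1c*, *Slc7a13* and *Cyp4b1* remained without any 1 of the 9 libraries. On only the 6 libraries of the 2 groups, *Cxcl14*, *Trem2*, *Pdgfrb* and *C3ar1* (adjusted p = 0.0539 each from edgeR), *Ms4a7* (0.0552), *Casp1* (0.0620) and *Jchain* (0.0813) were not called.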

We then focused on GSDMD, which was significantly upregulated together with caspase-1 and caspase-4 (also known as caspase-11 in mice) upregulation in lupus mice (Fig. 1a). We also detected a significant increase in IRF3 and IRF7 in PIL mice compared with control. 

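Type I interferon-stimulated genes did not rise as a group in PIL kidneys, and no member of the list was called. *Irf3*, a transcription factor activated downstream of nucleic acid sensors, had 61.4 ± 12.8 CPM in saline and 70.6 ± 13.9 in PIL kidneys (mean ± SD, n = 3 libraries), a log2 fold change of 0.20 (standard error 0.18, adjusted p = 0.486 from edgeR). *Irf7*, itself an interferon-stimulated gene, had 134 ± 184 CPM in saline and 64.5 ± 34.7 in PIL kidneys, a log2 fold change of -1.05 (standard error 0.89, adjusted p = 0.465 from edgeR). A single control library set this mean, since *Irf7* stood at 31.2, 346 and 24.6 CPM in saline replicates 1, 2 and 3 and at 95.1, 71.7 and 26.8 in PIL replicates 1, 2 and 3. Without saline replicate 2 the log2 fold change of *Irf7* was 1.21 (adjusted p = 0.125 from edgeR), and with limma-voom and sample quality weights it was 0.67 (adjusted p = 0.387). The ubiquitin-like effector *Isg15* showed the same spread, with 48.3 CPM in saline replicate 2 against 7.06 and 4.54 in the other saline libraries, and a log2 fold change of -0.81 (standard error 0.78, adjusted p = 0.523 from edgeR) that became 0.96 without saline replicate 2. Of 50 measured type I interferon-stimulated genes, 11 had a positive and 39 a negative log2 fold change, with a median of -0.32 (camera, adjusted p = 0.196, and 0.891 with an estimated correlation). At 0 calls from edgeR in either direction, *Ifi44* had the lowest p of the list (-1.01, adjusted p = 0.126 from edgeR). The test of this list also turned on single libraries. It was higher in PIL kidneys without saline replicate 2 (camera, adjusted p = 0.000388) and lower without saline replicate 1 (adjusted p = 0.0118) or saline replicate 3 (adjusted p = 7.45e-05). Of 32 interferon-γ and antigen presentation genes 1 rose (camera, adjusted p = 0.145 for the list, and 0.843 with an estimated correlation). The interferon-γ list passed as higher without saline replicate 2 (adjusted p = 0.00113), PIL replicate 2 (0.0358) or PIL replicate 3 (0.0166). The gene called in it was *Irf8*, a factor of monocyte and dendritic cell development (0.98, adjusted p = 0.0203 from edgeR), whose call ended without saline replicate 1 (adjusted p = 0.0853), saline replicate 3 (0.0579) or PIL replicate 2 (0.0620), and on only the 6 libraries of the 2 groups (0.0891). On GRCm38, *Irf3* (ENSMUSG00000003184) lies on chromosome 7 from 44997648 to 45002848, *Irf7* (ENSMUSG00000025498) on chromosome 7 from 141262706 to 141266481 and *Isg15* (ENSMUSG00000035692) on chromosome 4 from 156199455 to 156200796.

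**Figure D1:**
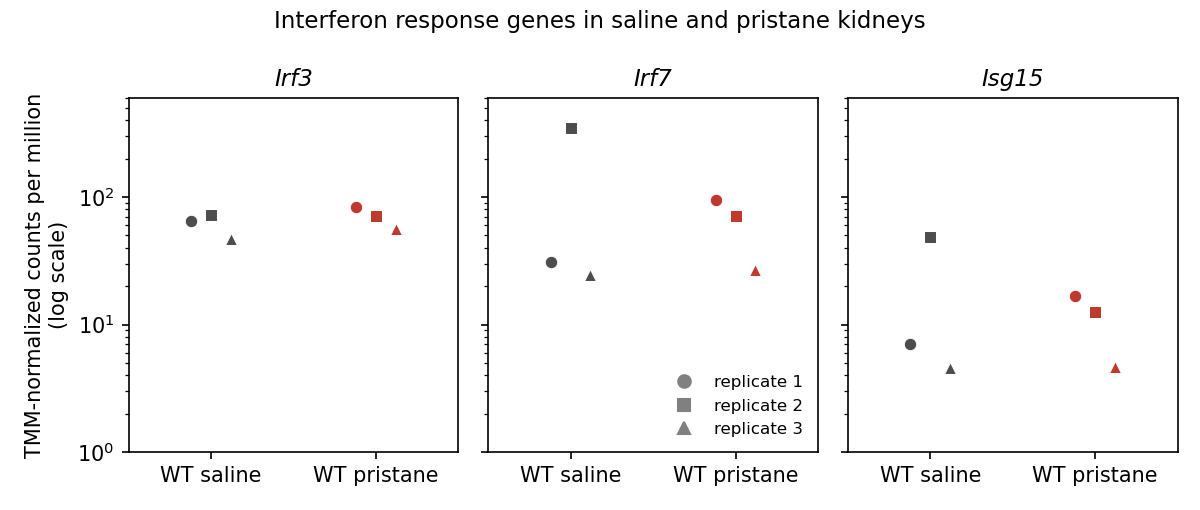
TMM-normalized CPM of *Irf3*, *Irf7* and *Isg15* on a log axis, with 1 point per kidney library in the WT saline and WT pristane groups; the marker gives the replicate. Saline replicate 2 stands at 346 for *Irf7* and 48.3 for *Isg15*, above every other point of these panels.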

Immunofluorescence of renal biopsy samples from lupus nephritis (LN) patients showed increased neutrophil infiltration in the glomeruli and tubulointerstitial, wherein these neutrophils exhibited higher levels of GSDMD expression as compared to the resident renal cells (Fig. 1b–d). Increased glomerular neutrophil infiltration was also detected in two murine lupus models, wherein the infiltrated neutrophils showed increased GSDMD expression as compared to the control (Fig. 1e–i). The activation of GSDMD requires cleavage of upstream protease-dependent full-length GSDMD into the GSDMD-N terminal^10^. The cleaved GSDMD-N is detected only in the bone marrow neutrophils from PIL or MRL/lpr mice (Fig. 1j, k). GSDMD is mainly localized to the plasma membrane in neutrophils from PIL or MRL/lpr mice (Supplementary Fig. 1a–d).

**Fig. 1:**
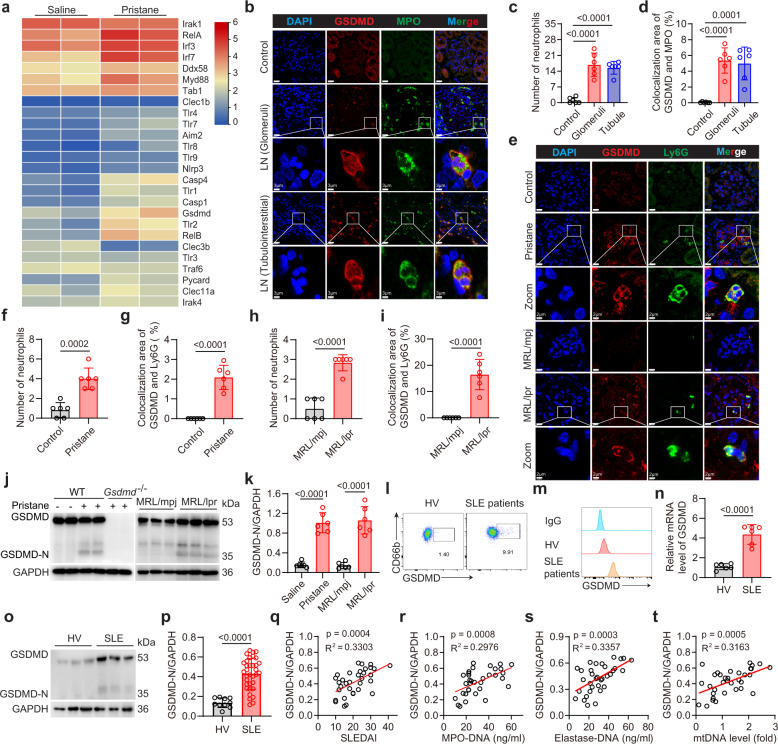
GSDMD is activated in neutrophils from lupus mice and SLE patients. **a** Heatmap of genes involved in DAMP sensing pathways that are differentially expressed between the kidneys of mice treated with saline and pristane. **b** Immunofluorescence staining for GSDMD and MPO in glomeruli and tubulointerstitial of renal biopsy from lupus nephritis (LN) patients. Scale bar, 20 μm, 3 μm (enlarged). **c**, **d** Quantitative analysis of numbers of neutrophils per field of view (FOV) or co-localization area of GSDMD and MPO in FOV. Tumor-adjacent normal tissue samples of 3 renal carcinoma patients or renal biopsies from 3 LN patients. The results are pooled from two independent experiments. **e** Immunofluorescence staining for GSDMD and Ly6G in kidney from PIL and MRL/lpr mice. Scale bar, 10 μm. 2 μm (enlarged). **f**–**i** Numbers of neutrophils or co-localization area of GSDMD and Ly6G per FOV. *n* = 6 mice. **j** Immunoblotting of GSDMD and GSDMD-N in bone marrow (BM) neutrophils from wide-type (WT), PIL, pristane-treated *Gsdmd*^−*/*−^, MRL/mpj and MRL/lpr mice. **k** Quantitative analysis of GSDMD-N/GAPDH. *n* = 6 mice. The samples shown are from the same experiment. Three blots (PIL group) and two blots (MRL/lpr group) were processed in parallel. **l** Flow cytometry plots for GSDMD in peripheral blood neutrophils from HV and SLE patients. **m** Fluorescence intensity of GSDMD from the isotype, HV and SLE groups. **n** mRNA levels of GSDMD in HV and SLE patients. *n* = 6 HVs or SLE patients. **o** Immunoblotting for GSDMD and GSDMD-N protein in peripheral blood neutrophils from HV and SLE patients. **p** Quantitative analysis of GSDMD-N/GAPDH. *n* = 10 HVs and *n* = 34 SLE patients. The samples shown are from the same experiment. Three blots were processed in parallel. Correlation of relative expression of GSDMD-N (the ratio of GSDMD-N to GAPDH from immunoblotting analysis) on neutrophils from SLE patients with SLEDAI (**q**), MPO-DNA complexes (**r**) elastase-DNA complexes (**s**) and mtDNA levels (**t**) in serum. Data are representative of two (b) or three (**a**, **e**, **l**, **m**, **n**) independent experiments. Data are presented as mean ± SD. Significance was examined by unpaired two-sided Student’s *t* test (**f**–**i**, **k**, **n**, **p**) or one-way ANOVA (**c**, **d**). Spearman’s nonparametric test for (**q**–**t**).

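Of the 26 genes of DAMP sensing shown in Fig. 1a, 20 had a positive log2 fold change in PIL against saline kidneys and 6 a negative one, with a median of 0.56. *Casp1*, the DNA sensor *Aim2* and the inflammasome adaptor *Pycard* rose, and the plasminogen-binding lectin *Clec3b* fell (edgeR, adjusted over all genes tested). When adjusted over the list alone, 5 rose and 1 fell. The study chose these 26 genes on libraries of this series, so neither the direction of the list nor the number passing over the list alone is independent evidence. Which of the libraries Fig. 1a draws is not clear. *Aim2* went from 1.71 to 5.01 CPM, a log2 fold change of 1.55 (standard error 0.29, adjusted p = 0.0170 from edgeR), and *Pycard* from 5.46 to 10.7, a log2 fold change of 0.97 (standard error 0.18, adjusted p = 0.0178). *Clec3b* had a log2 fold change of -1.73 (adjusted p = 0.0489 from edgeR). Among the Toll-like receptors, which recognize microbial and self ligands at the cell surface or in endosomes, *Tlr1* (1.70, adjusted p = 0.0535 from edgeR), *Tlr8* (2.05, adjusted p = 0.0824) and *Tlr2* (1.24, adjusted p = 0.195) had positive values that did not pass, while *Tlr3* (-0.27, adjusted p = 0.406) had a negative one. The NOD-like receptor *Nlrp3* (0.72, adjusted p = 0.310), the RIG-I gene *Ddx58* (-0.14, adjusted p = 0.809) and the NF-κB subunits *Relb* (1.45, adjusted p = 0.116) and *Rela* (0.63, adjusted p = 0.148) did not pass either. The list as a set was higher by camera (adjusted p = 0.0169, and adjusted p = 0.553 with an estimated correlation), a call that ended without saline replicate 3 (adjusted p = 0.124). The calls of *Aim2* and *Pycard* ended without saline replicate 1 (adjusted p = 0.0665 and 0.0797 from edgeR) or PIL replicate 2 (0.0705 and 0.0620), that of *Aim2* also without saline replicate 3 (0.0506), and that of *Clec3b* ended in 8 of 9 such fits, with an adjusted p of up to 0.158. On only the 6 libraries of the 2 groups *Aim2* (0.0762), *Pycard* (0.0797) and *Clec3b* (0.118) were not called either, and *Clec3b* was not called with no filter (0.0557) or with replicate number as a block (0.0608). Over all 14069 genes, 630 were higher and 442 lower in PIL kidneys, and 25.2% of genes had groups that did not overlap, where chance gives 10%. The organic anion transporter *Slco1a1* fell from 285 ± 123 to 0.0958 ± 0.0865 CPM (mean ± SD, n = 3 libraries) and the protease inhibitor *Pzp* from 59.2 ± 14.5 to 0.333 ± 0.0740. The hepcidin-regulating protease *Tmprss6* rose from 0.0452 ± 0.0782 to 15.4 ± 2.43 CPM, and the fatty acid-binding protein *Fabp1* from 0.309 ± 0.141 to 13.1 ± 5.82. The 4 Y-linked genes had 1854, 1882 and 3077 counts in the saline libraries of this comparison and 0 in the PIL libraries. In the *Gsdmd*-/- libraries, which also had 0 Y-linked counts, *Slco1a1* stood at 0 to 0.274 CPM and *Pzp* at 0.343 to 0.4015. *Tmprss6* stood there at 12.0 to 22.95 CPM and *Fabp1* at 7.76 to 11.3. The differences of these genes from saline thus go with the Y-linked reads as well as with pristane. The 1072 calls became 239, 709 or 557 without saline replicate 1, 2 or 3, 709, 226 or 3684 without PIL replicate 1, 2 or 3, and 567, 599 or 559 without *Gsdmd*-/- replicate 1, 2 or 3. DESeq2 called 2285 genes, limma-voom with sample quality weights 6223, and edgeR on the 6 libraries of the 2 groups 130. From the heatmap of these genes the paper turned to GSDMD, which it states was upregulated together with caspase-1 and caspase-4.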

Similarly, flow cytometry analysis revealed cell surface expression of GSDMD in peripheral blood neutrophils from SLE patients but not healthy volunteer (HV) (Fig. 1l, m). There was also increased cell surface expression of GSDMD on neutrophils from PIL or MRL/lpr mice compared with disease-free animals (Supplementary Fig. 1e, f). However, there was no difference of GSDMD expression on monocytes from MRL*/*lpr and PIL mice compared with disease-free animals (Supplementary Fig. 1g, h). The mRNA expression of GSDMD in peripheral blood neutrophils from SLE patients was increased compared with HV (Fig. 1n). The level of full-length GSDMD expression was increased compared with HV, whereas GSDMD-N was only detected in SLE patients (Fig. 1o, p). GSDMD is also translocated to the plasma membrane in peripheral blood neutrophils from SLE patients (Supplementary Fig. 1i, j). The expression of GSDMD-N in neutrophils correlated positively with the SLE disease activity index (SLEDAI) (Fig. 1q). GSDMD plays a vital role in the generation of NETs^29,30^. Indeed, GSDMD-N expression correlated positively with the level of Myeloperoxidase (MPO)-DNA complexes (Fig. 1r) and elastase-DNA complexes (Fig. 1s), thus indicating a relationship between GSDMD activation and NETs. Recently, mtDNA in the serum of SLE patients has been implicated in disease pathogenesis^25^. The expression of GSDMD-N from SLE patients correlated positively with serum mtDNA levels (Fig. 1t). In addition, a significant increase in propidium iodide (PI) staining was observed in neutrophils from SLE patients compared with HV (Supplementary Fig. 2a, b). Collectively, these results suggested that GSDMD was significantly activated in neutrophils from both lupus mice and SLE patients and may contribute to the generation of NETs and mtDNA release.

### GSDMD-dependent neutrophil death in kidneys of lupus-like mice

GSDMD is a membrane pore-forming protein, which plays an essential role in pyroptosis^7,8^. We performed two photon intravital imaging to track neutrophil cell death in the kidneys of lupus-like mice. Rapid capture and accumulation of neutrophils within the glomerular capillaries were observed in both control and pristane-induced-lupus (PIL) mice (Supplementary Movies 1 and 2). Neutrophil infiltration increased significantly in the glomeruli and tubulointerstitial tissues of PIL mice (Fig. 2a, b). We then used granulocyte-monocyte progenitor *Ms4a3-tdTomato* reporter mice, in which almost 100% of the neutrophils are labeled with tdTomato^31^. Immunofluorescence staining of the kidneys of pristane-treated *Ms4a3* mice confirmed that approximately 90% of the infiltrating *tdTomato*^+^ cells were neutrophils (Fig. 2c, d). Following Sytox Green administration, Sytox Green-stained DNA release was found from *tdTomato*^*+*^ cells in the form of nuclear split and subsequent extracellular release (Fig. 2e and Supplementary Movie 3) or net-like structures (Fig. 2f and Supplementary Movies 4) were observed. Some NETs were resistant to high shear conditions and present for prolonged periods in the glomerular capillaries (~10 min as punctate structures and >30 min as mesh-like structures). Furthermore, pristine-induced Sytox Green positive staining neutrophils in renal sections reduced significantly in *Gsdmd*^−/−^ lupus mice (Fig. 2g and Supplementary Movies 5–6), thus indicating GSDMD-dependent cell death in lupus mice. These results indicated GSDMD-dependent neutrophil extracellular DNA release in lupus mice.

**Fig. 2:**
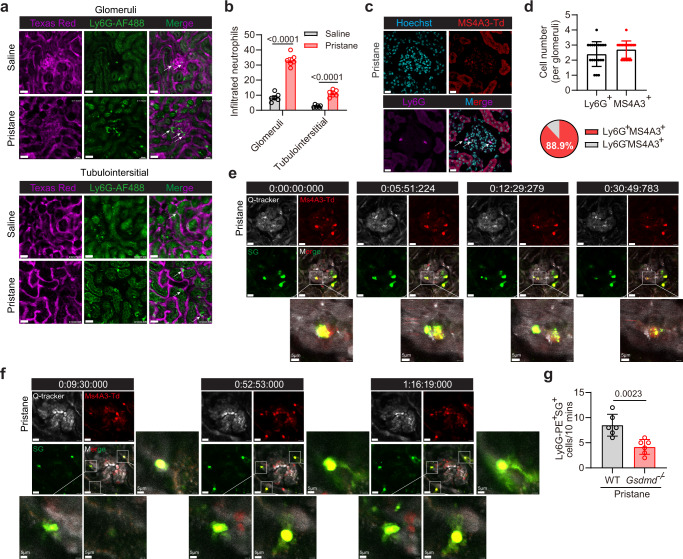
Intravital renal microscopy reveals neutrophil cell death in live lupus mice. **a** Two photon intravital imaging analysis of infiltrated neutrophils (Ly6G-AF488) in renal blood vessels (Texas Red) of live mice (glomeruli and tubulointerstitial) after saline or pristane treatment. Scale bar, 30 μm. **b** Quantitative analysis of infiltrated neutrophils in glomeruli and tubulointerstitial of mice after saline or pristane treatment. *n* = 6 mice. **c** Immunofluorescence staining of Ly6G in glomeruli from *Ms4a3-tdTomato* (*Ms4a3-Td*) mice after pristane treatment. Scale bar, 30 μm. **d** Quantitative analysis of Ly6G^+^ and Ms4a3-tdTomato^+^ cell numbers in each glomerulus and percentage of Ms4a3-tdTomato^**+**^ Cells. Representative of three independent experiments, and each point represents one glomerulus with the mean being represented by a horizontal line. **e**, **f** Intravital imaging of the kidneys from pristane-treated *Ms4a3-Td* mice revealing the release of DNA (Sytox Green, green) from tdTomato^+^ cells (Red). Time-lapse images are shown of DNA that was released in the form of punctate particles (**e**) or mesh-like structures (**f**). Scale bar, 20 μm. 5 μm (enlarged). Representative of two independent experiments. **g** Quantitative analysis of PE-Ly6G^+^SG^+^ cells/10 min in kidney of PIL and *Gsdmd*^−*/*−^ mice by intravital imaging. *n* = 6 mice. Representative of three independent experiments. Data are presented as mean ± SD. Significance was examined with unpaired two-sided Student’s *t* test (**b**, **d**, **g**).

### GSDMD pores permit DNA release from lupus neutrophils

To confirm whether GSDMD was required for the release of extracellular DNA from neutrophils in SLE, we cultured neutrophils from HV with serum from SLE patients. Caspase-1, caspase-11 and GSDMD were upregulated by stimulation with interferon-γ (IFN-γ), via the upregulation of IFN-stimulated response elements (ISRE) and IFN-stimulated gene (ISG)^32,33^. Therefore, we used pretreatment with IFN-γ to prime neutrophils to increase the precursors of caspase-1, caspase-11 and GSDMD. Extensive neutrophil extracellular DNA release (as detected by Sytox Green staining) was observed following lupus serum (LS) treatment, and this release was suppressed upon treatment with the GSDMD inhibitor, disulfiram (DSF) (Fig. 3a, b). DSF treatment had no effect on the cell viability of bone marrow neutrophils and human peripheral blood neutrophils (Supplementary Fig. 2e, f). The extracellular DNA was decorated with cit-H3 and elastase, thus indicating the formation of NETs. Similarly, the release of extracellular DNA from mouse bone marrow neutrophils was suppressed in *Gsdmd*^−/−^ mice as compared to the wild-type (WT) mice following LS plus IFN-γ treatment (Fig. 3c, d). We quantified the DNA release into cell culture supernatants following a previously published method^34^. Neutrophil extracellular DNA release following lupus serum or PMA treatment decreased significantly in cells from *Gsdmd*^−/−^ mice as compared to those from the WT mice (Fig. 3e). We also observed a reduced PI staining in *Gsdmd*^−/−^ neutrophils compared with WT neutrophils after LS plus IFN-γ treatment (Supplementary Fig. 2c, d). These data suggest that GSDMD was essential for NET-associated DNA release after lupus serum treatment.

**Fig. 3:**
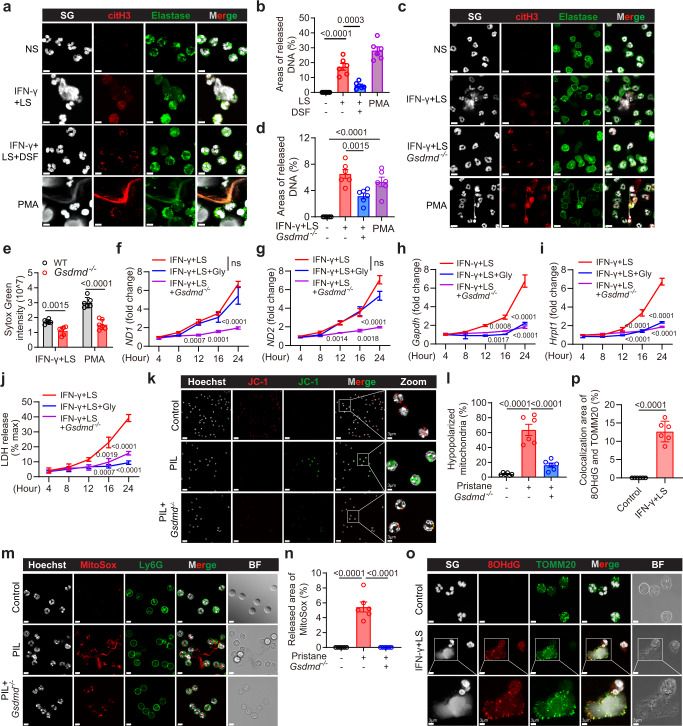
GSDMD is required for the release of NET-associated DNA and mtDNA following lupus serum treatment. **a** Immunofluorescence staining of citH3, elastase, and Sytox Green (SG). Cells were treated with normal serum (NS) from HV, LS from SLE patients plus IFN-γ, pretreated with DSF, or PMA. Scale bar, 5 µm. **b** Quantitative analysis of areas of released DNA in (**a**). Symbols represent the percentage of extracellular DNA area as compared to the entire FOV. Two healthy donors were used in one experiment, plots were pooled from three independent experiments using cells from 6 healthy donors. **c** Immunofluorescence staining of SG, citH3 and Ly6G. scale bar, 15 µm. **d** Quantitative analysis of areas of released DNA in (**c**). Symbols represent the area percentage of extracellular DNA relative to the entire FOV. **e** Quantitative analysis of SG intensity in the supernatant collected from WT and *Gsdmd*^−*/*−^ BM neutrophils following stimulation with LS plus IFN-γ or PMA. qPCR analysis of mitochondrial-encoded gene *ND1* (**f**) and *ND2* (**g**), nuclear-encoded gene, *Gapdh* (**h**) and *Hrpt1* (**i**) in the supernatant. *n* = 3 mice. **j** Quantification of LDH in the supernatant from the indicated treatment groups. *n* = 3 mice. **k** Immunofluorescence staining of JC-1 in neutrophils from WT, PIL mice, and *Gsdmd*^−*/*−^ mice after pristane treatment. Scale bar, 20 µm. 3 μm (enlarged). **l** Quantification of hypopolarized mitochondria in (**k**). *n* = 6 mice. **m** Immunofluorescence staining of MitoSox and Ly6G from WT, PIL mice, and *Gsdmd*^−*/*−^ mice after pristane treatment. Scale bar, 5 µm. **n** Quantitative analysis of areas of released MitoSox in (m). *n* = 6 mice. **o** Immunofluorescence staining of SG, 8OHdG, and TOMM20 in neutrophils stimulated with LS + IFN-γ for 8 h; scale bar, 5 µm. 3 μm (enlarged). **p** Quantification of co-localization area of 8OHdG and TOMM20 in **o**. The results are pooled from two independent experiments using cells from 6 mice (**d**, **e**, **p**). Three independent experiments (**f**–**j**, **k**–**n**). Data are shown as mean ± SD. Significance was examined by one-way ANOVA (**b**, **d**, **l**, **n**), unpaired two-sided Student’s *t* test (**e**–**j**, **p**).

To explore the source of NET-associated DNA, we measured the levels of mtDNA and nuclear DNA by detecting the expression of their encoded genes in the supernatant after LS plus IFN-γ treatment. Both mtDNA and nuclear DNA in supernatant increased over time after lupus serum plus IFN-γ treatment. GSDMD knockout completely abolished the release of both mtDNA and nuclear DNA (Fig. 3f–i). Glycine can be used to prevent membrane rupture and lytic cell death but not the formation of GSDMD pores^35^. Glycine treatment efficiently prevented cell lysis as measured by the release of LDH and nuclear DNA (Fig. 3h–j). However, glycine treatment showed no significant effects on LS plus IFN-γ-induced extracellular mtDNA release (Fig. 3f, g).

mtDNA is first released from mitochondria when cells are under stress including oxidative stress^36^. We examined the mitochondrial membrane potential in bone marrow neutrophils isolated from PIL or pristane-induced *Gsdmd*^−/−^ mice. Most control neutrophils exhibited high mitochondrial membrane potential. Bone marrow neutrophils from PIL mice showed reduced mitochondrial membrane potential, whereas those from *Gsdmd*^−/−^ mice showed a reduction in the percentage of hyperpolarized mitochondria (Fig. 3k, l). Mitochondrial reactive oxygen species (mROS) is a potential source of mitochondrial damage and has been implicated in the pathogenesis of SLE^23^. Mitochondrial superoxide production increased in neutrophils from PIL mice as compared to those from control or *Gsdmd*^−/−^ PIL mice, as determined by MitoSox staining (Fig. 3m, n). ROS can induce the oxidation of mtDNA. Indeed, using anti-8-Oxo-2’-deoxyguanosine (8OHdG) antibody to detect DNA oxidation, strong 8OHdG staining was detected both on neutrophils and extruded NETs following LS plus IFN-γ treatment (Fig. 3o, p). 8OHdG staining co-localized with translocase of outer mitochondrial membrane 20 (TOMM20) staining, a marker of mitochondria. Taken together, these data showed that GSDMD was required for lytic NETs and non-lytic oxidized mtDNA (Ox-mtDNA) release.

### GSDMD and mROS inhibitor suppresses DNA release from human neutrophils

Ribonucleoprotein immune complexes (RNP ICs) are prevalent in lupus and induce extracellular DNA release from neutrophils^22^. Indeed, immunofluorescent staining revealed the release of neutrophil extracellular DNA (as detected by Sytox Green staining), as well as Ox-mtDNA (as detected by TOMM20 and 8OHdG staining) following RNP ICs treatment; extracellular DNA release was suppressed upon treatment with DSF, GSK484 (PAD4 inhibitor), and Mito-TEMPO (Fig. 4a, b). However, the release of Ox-mtDNA was suppressed by DSF and Mito-TEMPO, but not GSK484 (Fig. 4a, b). Increased 8OHdG levels indicated that DNA oxidation and RNP ICs-dependent 8OHdG release in the culture medium were suppressed by DSF and Mito-TEMPO but not by GSK484 (Fig. 4c). RNP ICs-induced release of mtDNA in culture media was statistically decreased upon DSF and Mito-TEMPO treatment, whereas GSK484 treatment exhibited no effect (Fig. 4d). Low-density granulocytes (LDGs) are a distinct neutrophil subset found in individuals with SLE. They contribute to the pathogenesis of SLE through the release of extracellular DNA. LDGs spontaneously released extracellular DNA and Ox-mtDNA following in vitro culture for 6 h (Fig. 4e). DSF and Mito-TEMPO statistically suppressed the release of extracellular DNA and mtDNA from these cells, whereas the release was unaffected upon GSK484 treatment (Fig. 4f). Levels of 8OHdG and mtDNA in LDG culture media were markedly suppressed by DSF and Mito-TEMPO but not upon GSK484 treatment (Fig. 4g, h). In line with the above findings, treatment with DSF and Mito-TEMPO but not GSK484 was sufficient to protect neutrophils against RNP ICs-induced cell death as measured by LDH release (Fig. 4i). Quantification of LDH levels in the culture medium also confirmed that both DSF and Mito-TEMPO but not GSK484 protected LDGs from cell death (Fig. 4j). Collectively, these results showed that mROS and GSDMD were required for Ox-mtDNA release in RNP ICs stimulated human neutrophils and LDGs from individuals with SLE.

**Fig. 4:**
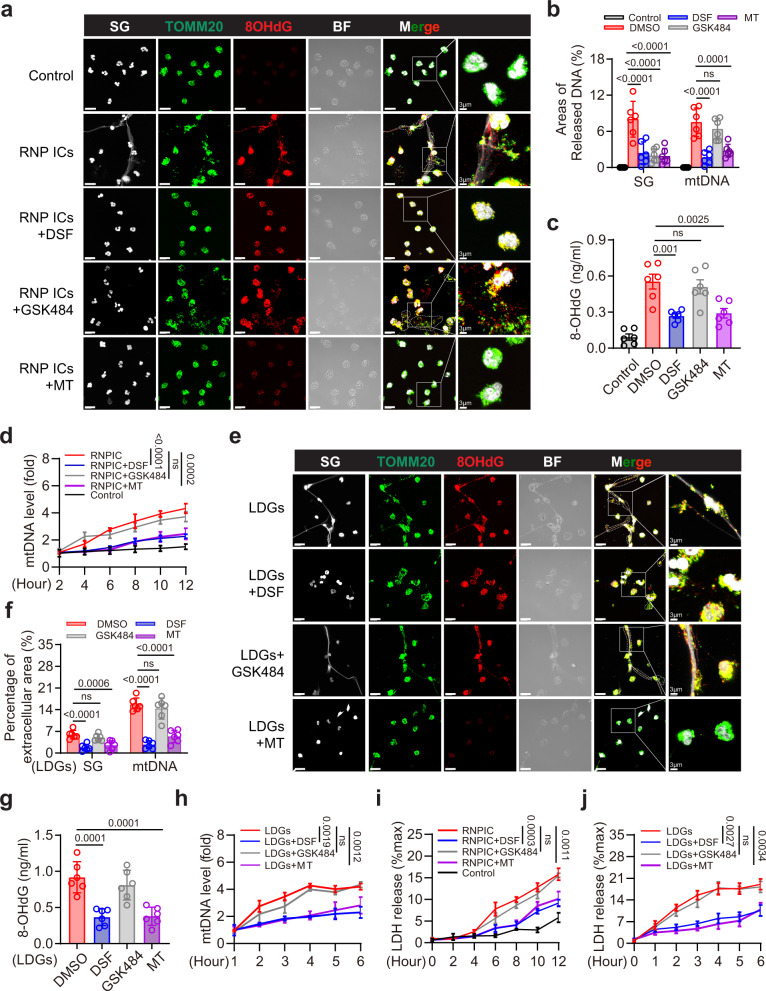
RNP ICs-induced release of extracellular mtDNA is significantly suppressed by mROS and GSDMD inhibition. **a** Immunofluorescence staining of SG, TOMM20 and 8OHdG in peripheral blood neutrophils from HV after RNP ICs treatment. Cells were pretreated with DSF (5 µM), GSK484 (10 µM), or Mito-TEMPO (10 µM) for 2 h, followed by stimulation for 12 h with RNP ICs. BF: bright field; scale bar, 15 µm. 3 μm (enlarged). **b** Quantitative analysis of areas of extracellular SG and mtDNA in (**a**). Areas of released mtDNA including regions of extracellular TOMM20/8OHdG positive staining. **c** Quantification of 8OHdG content in culture medium after the indicated treatment. **d** Quantitative analysis of mtDNA into the supernatant from the indicated treatment groups at the indicated time points by qPCR. *n* = 3 HVs. **e** Immunofluorescence staining of SG, TOMM20 and 8OHdG in LDGs after 6 h. LDGs were pretreated with DSF (5 µM), GSK484 (10 µM) or Mito-TEMPO (10 µM). Scale bar, 15 µm. 3 μm (enlarged). **f** Quantitative analysis of areas of extracellular SG and mtDNA in (**e**). **g** Quantification of 8OHdG content in cultured medium of LDGs. **h** Quantification of the released mtDNA in LDGs at the indicated time points. *n* = 3 SLE patients. **i**, **j** Quantification of the release of LDH into the supernatant from the indicated groups at the indicated time points by ELISA. *n* = 3 HVs (**i**) and 3 SLE patients (**j**). The results are pooled from three independent experiments using cells from 6 HVs (**b**, **c**). Two SLE patients were used in one experiment, and plots were pooled from three independent experiments using cells from 6 SLE patients (**f**, **g**). Representative of three independent experiments (**a**, **d**, **e**, **h**, **i**, **j**). Data are presented as mean ± SD. Significance was examined by one-way AVOVA (**b**, **c**, **f**, **g**) or unpaired two-sided Student’s *t* test (**d**, **h**, **i**, **j**).

### GSDMD-N is activated via the FcγR/Serpinb1/caspase-1/11 pathway

Activation of GSDMD has been identified in many non-infectious diseases^37–39^. However, the mechanisms that regulate the cleavage of GSDMD in neutrophils of lupus mice remain unknown. Bone marrow neutrophils were isolated from WT mice. Cleaved GSDMD-N terminal was only detected following LS plus IFN-γ stimulation (Fig. 5a, b). In addition, cleaved GSDMD-N was detected in neutrophils from human peripheral blood after LS treatment (Fig. 5c, d). The cleavage of GSDMD is mediated by the pyroptotic caspase-1, −4, and −5 in humans, and caspase-1 and −11 in mice^40^. We further examined the role of caspase-1/11 in LS-induced GSDMD cleavage. Single knockout of caspase-1 or caspase-11 was sufficient to partially attenuate the cleavage of GSDMD following LS plus IFN-γ treatment, whereas GSDMD-N was hardly detected in the caspase-1/11 double-knockout mice (Fig. 5e, f), indicating an essential role of both caspase-1 and −11 in GSDMD cleavage. Immune complexes (ICs) are the most abundant components in the serum of SLE patients and contribute to the activation of neutrophils and NETs^41^. IgG-depleted lupus serum failed to induce increased activation of caspase-1 and −11, along with the cleavage of GSDMD in neutrophils (Fig. 5g, h). In addition, knocking out FcγR suppressed the activation of caspase-1 and −11, and the cleavage of GSDMD after LS plus IFN-γ stimulation (Fig. 5i, j). Previous studies suggest that a protease inhibitor, serpinb1, is a vital gatekeeper for caspase-1/11 activation^42^. Serpinb1 is highly expressed on the neutrophil surface and is critical to their survival^43^. The expression of serpinb1 was significantly downregulated after LS plus IFN-γ stimulation; this effect could be rescued by knocking out FcγR or upon IgG depletion (Fig. 5g, i). Strikingly, the expression of Serpinb1 in peripheral blood neutrophils isolated from SLE patients was almost completely abolished, while caspase-1 and −4 were activated (Fig. 5k, l). In addition, reduced expression of Serpinb1 activated caspases-1 and −11 in the bone marrow neutrophils isolated from the PIL mice (Fig. 5m, n). The data suggested that ICs promoted GSDMD cleavage via the FcγR/Serpinb1/caspase-1, 11-dependent pathway.

**Fig. 5:**
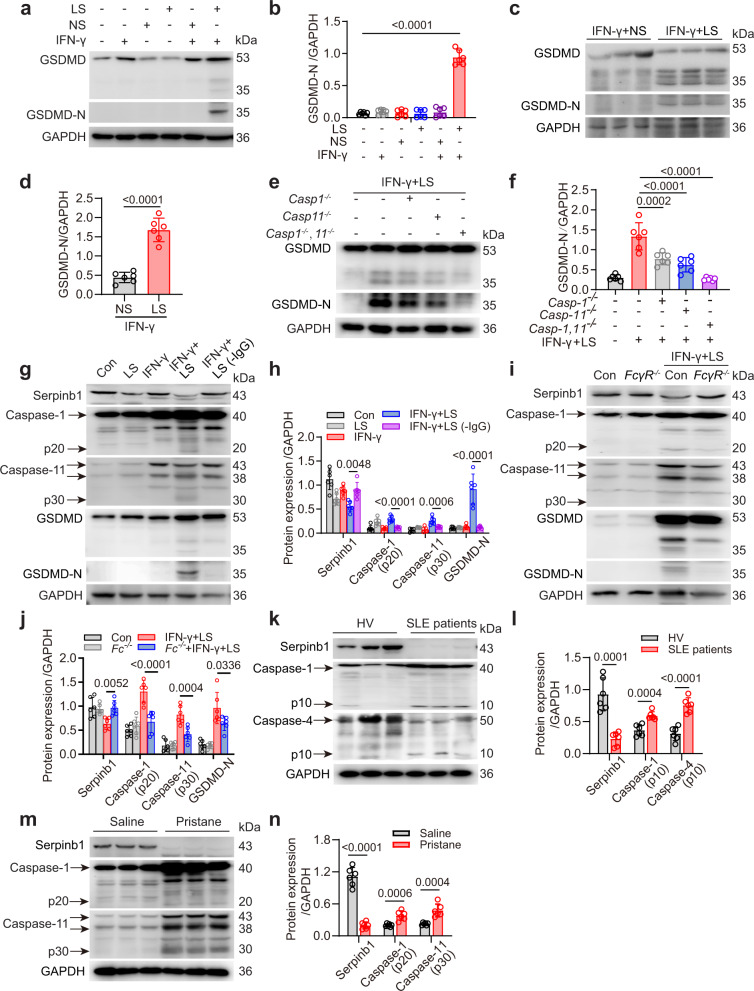
Immune complexes mediate the activation of caspase-1 and caspase-11 by downregulating Serpinb1. **a** Immunoblotting of GSDMD and GSDMD-N in BM neutrophils after treatment with IFN-γ, NS from WT mice, LS from lupus mice, or IFN-γ + LS for 12 h. **b** Quantitative analysis of GSDMD-N/GAPDH. **c** Immunoblotting of GSDMD and GSDMD-N in peripheral blood neutrophils of HV. Cells were pretreated with IFN-γ. Then the cells were added with NS form HV or LS from SLE patients for 12 h. **d** Quantitative analysis of GSDMD-N/GAPDH levels. **e** Immunoblotting for GSDMD and GSDMD-N in BM neutrophils from *Caspase-1*^−*/*−^, *Caspase-11*^−*/*−^ and *Caspase-1*^−*/*−^*Caspase-11*^−*/*−^ mice treated with IFN-γ + LS. **f** Quantitative analysis of GSDMD-N/GAPDH levels. **g** Immunoblotting of Serpinb1, Caspase-1, Caspase-11, and GSDMD levels in BM neutrophils treated with IFN-γ + LS, or IgG deleted LS for 12 h. **h** Quantitative analysis of Serpinb1, Caspase-1, Caspase-11, and GSDMD-N levels. **i** Immunoblotting analysis of Serpinb1, Caspase-1, Caspase-11, and GSDMD levels in WT or *FcγR*^−*/*−^ BM neutrophils after IFN-γ + LS treatment for 12 h. **j** Quantitative analysis of Serpinb1, Caspase-1, and Caspase-11 levels. **k** Immunoblotting analysis of Serpinb1, Caspase-1, and Caspase-4 levels in neutrophils isolated from the peripheral blood of HV and SLE patients. **l** Quantitative analysis of Serpinb1, Caspase-1, and Caspase-4 levels. **m** Immunoblotting analysis of Serpinb1, Caspase-1, and Caspase-11 levels in the BM neutrophils from saline or PIL mice. **n** Quantitative analysis of Serpinb1, Caspase-1, and Caspase-11 levels. *n* = 6 mice (**b**, **f**, **h**, **j**, **n**) or 6 donors (**d**, **l**). The immunoblotting samples shown are from the same experiment. Two blots were processed in parallel (**d**, **l**, **n**). Three blots were processed in parallel (**b**, **f**, **h**, **j**). Data are shown as mean ± SD. Significance was examined by one-way ANOVA (**b**, **f**, **h**, **j**), or unpaired two-sided Student’s *t* test (**d**, **l**, **n**).

### Ox-mtDNA promotes GSDMD-N oligomerization

The most important function of GSDMD-N is the formation of octamer oligomer, thus inducing GSDMD pore formation on the plasma membrane^7,8^. However, the precise mechanism regulating GSDMD-N oligomerization is poorly understood. GSDMD oligomerization could be detected in the bone marrow neutrophils from PIL mice and peripheral blood neutrophils from SLE patients (Fig. 6a–d). Pretreatment of mouse neutrophils with the Mito-TEMPO following stimulation with LS plus IFN-γ resulted in decreased levels of GSDMD oligomer (Fig. 6e, f), however, the levels of GSDMD-N remained unaffected (Fig. 6g, h). To confirm whether mROS promoted GSDMD oligomerization in lupus mice, Mito-TEMPO was continuously administered prophylactically for seven weeks via subcutaneous pump to MLR/lpr lupus mice, starting at 10 weeks of age. GSDMD oligomerization was detected in neutrophils from MRL/lpr mice but not MRL/mpj mice (Fig. 6i, j). Both GSDMD oligomerization and GSDMD cleavage were reduced after Mito-TEMPO treatment (Fig. 6i–l). Because mROS can induce oxidative damage to mtDNA, we hypothesized that Ox-mtDNA could promote GSDMD oligomerization. To verify this, we used a cell-free system by incubating *Escherichia coli*-purified caspase-4 with recombinant human GSDMD; the addition of LPS can activate caspase-4 to process GSDMD into fragments^44^. GSDMD oligomerization increased significantly after Ox-mtDNA treatment, and to a lesser extend mtDNA pre-incubation (Fig. 6m, n). Ox-mtDNA-dependent GSDMD oligomerization was also in a dose-dependent manner (Fig. 6o, p). In another cell-free system of active caspase-1 and GSDMD, we also identified that GSDMD oligomer was increased after mtDNA or Ox-mtDNA treatment (Supplementary Fig. 3a, b). Ox-mtDNA has been shown to activate NLRP3 inflammasome via direct binding^45^. However, inhibition of NLRP3 in mouse neutrophils has no effect on GSDMD oligomerization (Supplementary Fig. 3c, d). In addition, pretreated LS with DNase I suppressed GSDMD oligomerization (Supplementary Fig. 3e, f), indicating that nuclear DNA and mtDNA in LS may also promote GSDMD oligomerization.

**Fig. 6:**
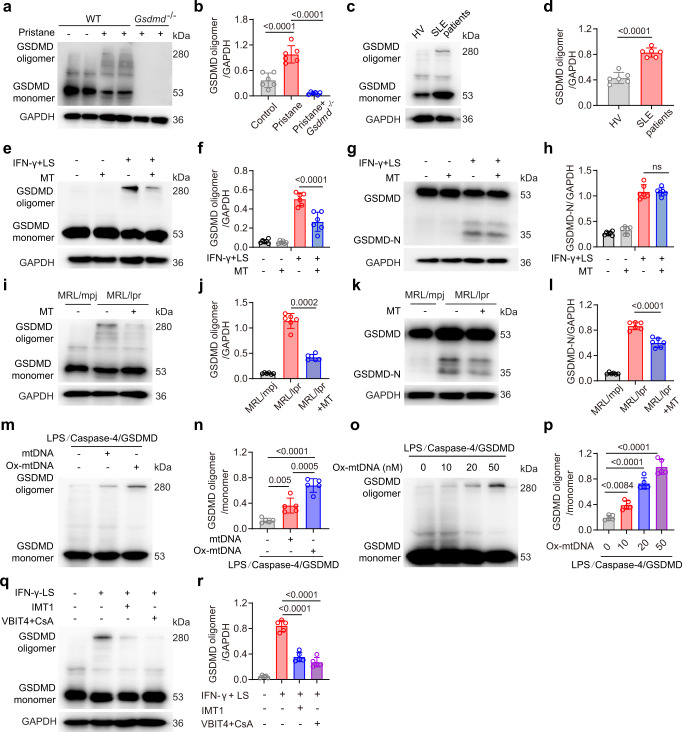
Oxidized mtDNA promotes GSDMD oligomerization. **a** Non-reducing immunoblotting of GSDMD oligomer in BM neutrophils isolated from WT, PIL mice and *Gsdmd*^−*/*−^ mice after pristane treatment. **b** Quantitative analysis of GSDMD oligomer/GAPDH. **c** Non-reducing immunoblotting of GSDMD in neutrophils from HV and SLE patients. **d** Quantitative analysis of GSDMD oligomer/GAPDH. *n* = 6 HVs or 6 SLE patients. **e** Non-reducing immunoblotting of GSDMD oligomer in murine BM neutrophils. Cells were treated with IFN-γ plus LS, or pretreated with Mito-TEMPO. **f** Quantitative analysis of GSDMD oligomer/GAPDH. **g** Immunoblotting of GSDMD in murine BM neutrophils. Cells were treated with IFN-γ plus LS, or pretreated with Mito-TEMPO. **h** Quantitative analysis of GSDMD-N/GAPDH. **i** Non-reducing immunoblotting of GSDMD oligomer in BM neutrophils isolated from MRL/mpj, MRL/lpr or MRL/lpr after Mito-TEMPO treatment. **j** Quantitative analysis of GSDMD oligomer/GAPDH. **k** Immunoblotting of GSDMD in BM neutrophils isolated from MRL/mpj, MRL/lpr and MRL/lpr after Mito-TEMPO treatment. **l** Quantitative analysis of GSDMD-N/GAPDH. **m** Non-reducing immunoblotting of GSDMD oligomer. Purified GSDMD protein was incubated with purified caspase-4 protein and LPS in vitro, then added with human mtDNA or Ox-mtDNA (20 nM). **n** Quantitative analysis of GSDMD oligomer/GSDMD monomer. **o** Non-reducing immunoblotting of GSDMD oligomer. The LPS/caspase-4/GSDMD system was added with Ox-mtDNA at 0, 10, 20 and 50 nM. **p** Quantitative analysis of GSDMD oligomer/GSDMD monomer. **q** Non-reducing immunoblotting of GSDMD oligomer. Murine BM neutrophils were pretreated with IMT1 or CsA plus VBTI4 and then treated with IFN-γ plus LS. **r** Quantitative analysis of GSDMD oligomer/GAPDH. n = 5 (**r**) or 6 mice (**b**, **d**, **f**, **h**, **j**, **l**). Plots were pooled from five independent experiments (n, p). The immunoblotting samples shown are from the same experiment. Three blots were processed in parallel (**b**, **d**, **f**, **h**, **j**, **i**, **r**). Data are presented as mean ± SD. Significance was examined with one-way ANOVA (**b**, **f**, **h**, **j**, **l**, **n**, **p**, **r**) or unpaired two-sided Student’s *t* test (**d**).

To further explore the role of intracellular mtDNA in GSDMD oligomerization. We pretreated mouse neutrophils with inhibitors of mitochondrial transcription (IMTs) that cause a dose-dependent decrease in the levels of mitochondrial transcripts and gradual depletion of mtDNA^46^. We also performed a combination of the inhibitor of VBIT-4 (outer mitochondrial membrane pore VDAC1 oligomerization inhibitor) and CsA (binds cyclophilin D and inhibits Ca2^+^ regulated mPTP opening) to fully suppressed the release of mtDNA form mitochondria to the cytoplasm^47^. The results showed both IMT1 and CsA with VBIT-4 inhibits GSDMD oligomerization (Fig. 6q, r). However, the level of ROS was not suppressed by IMT1 and CsA with VBIT-4 (Supplementary Fig. 3g, h), indicating an independent role of ROS in GSDMD oligomerization in neutrophils. Thus, mtDNA was essential for GSDMD oligomerization.

### Ox-mtDNA directly interacts with GSDMD-N

We then investigated the mechanisms underlying Ox-mtDNA-mediated GSDMD oligomerization. Co-immunoprecipitation with GSDMD could pulldown mtDNA in cell lysates stimulated with LS and IFN-γ, or classic inflammasome stimuli (LPS plus nigericin) with hydrogen peroxide, thus indicating a direct interaction between GSDMD and mtDNA (Fig. 7a). In contrast, GSDMD-pulled mtDNA was negligibly detected in LPS plus nigericin without hydrogen peroxide, thus indicating the role of ROS in mediating the interaction between GSDMD and mtDNA. Mito-TEMPO was added and GSDMD immunoprecipitation was performed with 8OHdG and TOMM20 in murine neutrophils. Both 8OHdG and TOMM20 immunoprecipitated with GSDMD after IFN-γ plus LS treatment, and were significantly suppressed upon Mito-TEMPO treatment (Fig. 7b, c). We also detected a direct interaction of Ox-mtDNA and GSDMD in neutrophils from SLE patients (Fig. 7d, e). GSDMD contains functionally GSDMD-N and GSDMD-C domains, which are auto-inhibitory in stabilizing full-length GSDMD^10^. To determine the association domain in GSDMD with mtDNA, HEK293T cells or *Gsdmd*^−/−^ MEF cells transfected with full-length, N-terminal, or C-terminal GSDMD plasmids. Cells were treated with hydrogen peroxide to induce mitochondrial stress. Western blot showed a constitutively expression of GSDMD, GSDMD-N and GSDMD-C in HEK293T cells or *Gsdmd*^−/−^ MEF cells after indicated plasmid transfection (Supplementary Fig. 4a–l). MtDNA was detected in lysates from full-length or N-terminal but not C-terminal GSDMD transfected cells (Fig. 7f, g). The results indicated a direct interaction between GSDMD-N and mtDNA. The negatively charged backbone of Ox-mtDNA can potentially interact with the positively charged residues in GSDMD-N. To identify the potential residues in GSDMD-N, we searched for evolutionarily conserved, positively charged residues in GSDMD-N by comparing the sequences of six mammalian species using the Clustal Omega and SOPMA secondary structure prediction server^48^. A cluster of four such residues occurred in a pair of predicted amphipathic α-helices (mouse Arg138, Lys146, Arg152, and Arg154) (Fig. 7h). The X-ray crystal structure of full-length GSDMD depicted four basic residues on helices α2 and α3 in mouse GSDMD-N (Fig. 7i). To directly evaluate the interaction between GSDMD and mtDNA, we measured the binding dissociation constants (Kd) of purified GSDMD protein with mtDNA or Ox-mtDNA by microscale thermophoresis (MST). mtDNA could interact with purified GSDMD protein with a Kd of 1.3 μM, whereas Ox-mtDNA showed reduced Kd indicating a stronger association (Fig. 7j, k). We further synthesized a peptide fragment of GSDMD-N containing these residues with a His-tag (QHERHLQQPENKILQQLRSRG). GSDMD-N could interact with Ox-mtDNA with a Kd of 239 nM; its association with mtDNA was relatively weak (Fig. 7l, m). We then mutated a cluster of these four conserved positively charged residues. Indeed, MST assay showed that both mtDNA and Ox-mtDNA had a poor fitting with mutant peptides (Fig. 7n, o). Collectively, these results showed that Ox-mtDNA could directly interact with the four positively charged residues in amphipathic α-helices of GSDMD-N.

**Fig. 7:**
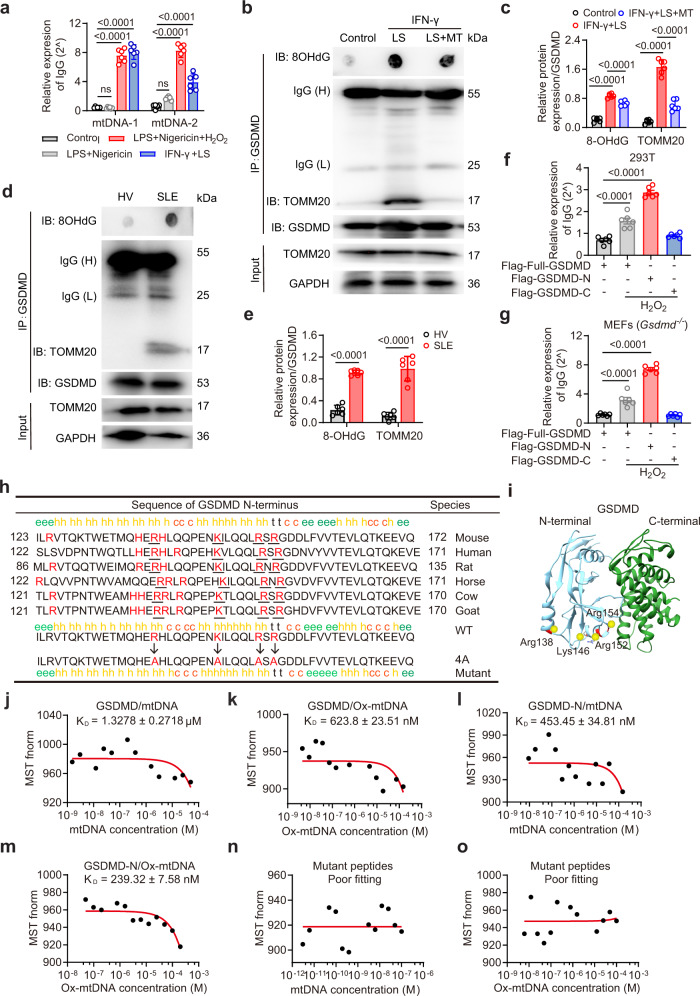
MtDNA directly interacts with GSDMD-N. **a** qPCR analysis of mtDNA following GSDMD pulldown under the indicated treatment. BM neutrophils were treated with LPS + Nigericin + H_2_O_2_, LPS + Nigericin, or IFN-γ + LS. *n* = 6 mice. **b** Immunoblotting of TOMM20 and GSDMD. BM neutrophils were treated with IFN-γ + LS for 12 h, or pretreated with Mito-TEMPO. Lysates were co-immunoprecipitated with anti-GSDMD, and co-immunoprecipitates were then spotted on a nitrocellulose membrane, UV crosslinked, and probed with antibodies specific for 8OHdG, or were separated via SDS-PAGE for GSDMD and TOMM20. **c** Quantitative analysis of 8OHdG and TOMM20. *n* = 5 mice. The samples shown are from the same experiment. Three blots were processed in parallel. **d** Immunoblotting of TOMM20 and 8OHdG in peripheral blood neutrophils from HV or SLE patients (*n* = 6). **e** Quantitative analysis of 8OHdG and TOMM20. The samples shown are from the same experiment. Three blots were processed in parallel. Relative mtDNA enrichment was assessed via qPCR in indicated cells. 293T (**f**) and *Gsdmd*^−*/*−^ MEF cells (**g**) were transfected with Flag-full-GSDMD, Flag-GSDMD-N or GSDMD-C, then treated with H_2_O_2_ (100 μM) for 4 h. n = 6 samples pooled from 6 independent experiments. **h** The cluster of four evolutionarily conserved, positively charged amino acids (red and underlined) in GSDMD-N were mutated to Ala. **i** X-ray crystal structure of the murine GSDMD (PDB: 6N9N). Dissociation constants (*K*_D_) of human GSDMD with human mtDNA (**j**) and Ox-mtDNA (**k**). *K*_D_ of peptides from GSDMD-N with human mtDNA (**l**) and Ox-mtDNA (**m**). **n**, **o** Measurements of *K*_D_ of mutant peptides from GSDMD-N with mtDNA (n) and Ox-mtDNA (**o**). The *K*_D_ was derived from the binding response as a function of the His-tagged GSDMD or His-tagged peptides. Errors in *K*_D_ represent fitting errors. Representative of three independent experiments (**b**, **d**, **j**–**o**). Data are presented as means ± SD. Significance was examined with one-way ANOVA (**a**, **c**, **f**, **g**) or unpaired two-sided Student’s *t* test (**e**).

### GSDMD deficiency results in decreased disease activity in lupus model

To directly examine the requirement for GSDMD as a mediator of SLE progression, we compared disease pathogenesis in GSDMD-knockout and their littermate (WT) mice following pristane administration. 

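The RNA-seq of *Gsdmd*-/- kidneys comprised 3 libraries, which were compared with the 3 PIL libraries of WT mice. The paper describes these *Gsdmd*-/- mice as treated with pristane, at the dose and age of the WT mice, while the sample labels give their treatment as none; they are taken here as the paper describes them. The paper calls the WT mice littermates. Total counts per library were 14621590, 13830183 and 14986683 in the *Gsdmd*-/- group. Library preparation, alignment, counting and the model were those of the WT libraries, and a positive log2 fold change stands for a higher count in *Gsdmd*-/- than in PIL kidneys. With 3 libraries in each group, an exact permutation test cannot give a 2-sided p below 0.1. *Gsdmd*, the gene deleted in these mice, had 30, 27 and 24 counts in *Gsdmd*-/- replicates 1, 2 and 3, and 117, 337 and 142 in PIL replicates 1, 2 and 3. Scaled by TMM, this was 1.90 ± 0.257 CPM (mean ± SD, n = 3 libraries) in *Gsdmd*-/- kidneys, below each of the 6 WT libraries. The log2 fold change against PIL kidneys was -2.71 (standard error 0.48, adjusted p = 0.127 from edgeR), and DESeq2 gave an adjusted p of 1.69e-05. An exact permutation test of *Gsdmd* CPM, 2-sided, gave p = 0.1 for *Gsdmd*-/- against PIL kidneys and p = 0.5 for PIL against saline kidneys. Counts per gene do not show which exons the remaining *Gsdmd* reads covered. The *Gsdmd*-/- libraries varied little among themselves, with a chi-square per degree of freedom between pairs of 8.28 to 13.8, against 43.6 to 149 between the PIL libraries. On the second principal component, which held 28.8% of the variance, PIL replicate 3 lay at -27.2, beside the *Gsdmd*-/- libraries at -28.1, -39.0 and -32.4, and PIL replicates 1 and 2 lay at 18.4 and -5.20. The 4 Y-linked genes read in the saline libraries had 0 counts in all *Gsdmd*-/- and PIL libraries.

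**Figure D2:**
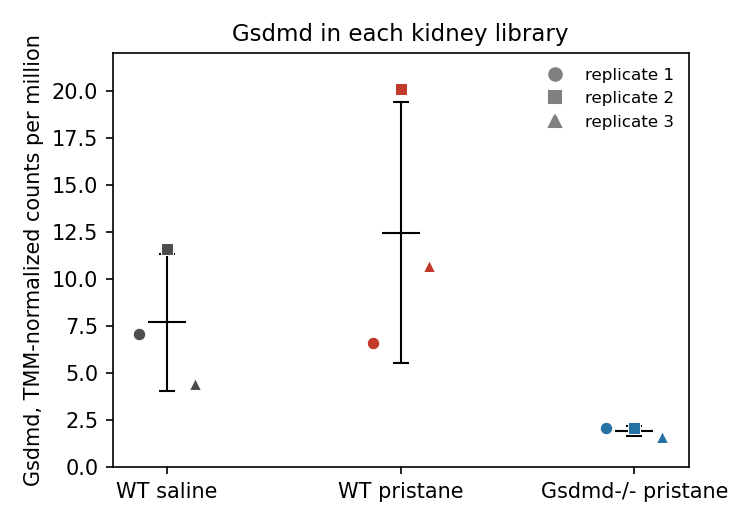
*Gsdmd* in TMM-normalized CPM, with 1 point per kidney library in the WT saline, WT pristane and *Gsdmd*-/- pristane groups; lines give the mean and SD of 3 libraries. The *Gsdmd*-/- libraries lie between 1.61 and 2.06 and the WT libraries between 4.40 and 20.1.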

RNA-seq analysis of kidney tissues from WT and *Gsdmd*^−/−^ mice revealed suppression of genes related to pro-inflammatory cytokine production or type I IFN signaling (such as TRIM5, ISG15, MX1, and IRF7) in pristane-treated *Gsdmd*^−/−^ mice (Fig. 8a). 

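Kidneys of pristane-treated *Gsdmd*-/- mice had lower transcript levels of immune cell, injury and matrix gene lists than PIL kidneys and higher levels of proximal tubule and distal nephron lists, as sets by camera. None of these list calls held with an estimated correlation, where the adjusted p ran from 0.310 to 0.437. Gene by gene, edgeR called 0 of 14069 genes. At an unadjusted p under 0.05 it gave 1116 higher and 1826 lower, and with adjustment DESeq2 called 878 and limma-voom with sample quality weights 6443. The interferon-stimulated gene *Isg15* had 3.60 ± 0.110 CPM in *Gsdmd*-/- and 11.3 ± 6.10 in PIL kidneys (mean ± SD, n = 3 libraries), a log2 fold change of -1.66 (standard error 0.84, adjusted p = 0.278 from edgeR). *Irf7* had 17.4 ± 2.53 CPM in *Gsdmd*-/- kidneys, a log2 fold change of -1.89 (standard error 0.93, adjusted p = 0.267 from edgeR). *Trim5* (ENSMUSG00000060441, chromosome 7, 104263386 to 104288094), which restricts retroviral capsids, had 2.66 ± 0.247 and 3.51 ± 0.635 CPM, a log2 fold change of -0.40 (standard error 0.34, adjusted p = 0.473 from edgeR). All 3 of these passed with limma-voom and sample quality weights (adjusted p = 0.0253 for *Isg15*, 0.0295 for *Irf7* and 0.0162 for *Trim5*), and in each the *Gsdmd*-/- libraries lay below every PIL library. Of 21 monocyte, macrophage and dendritic cell markers, 15 were lower when adjusted over the list alone (median log2 fold change -1.57; camera, adjusted p = 6.31e-13), such as the lysosomal protein *Cd68* (-2.33, adjusted p = 0.127 from edgeR) and *Trem2* (-3.28, adjusted p = 0.127). Of 19 T and NK cell markers 10 were lower when adjusted over the list alone (median -2.07; camera, adjusted p = 8.64e-09), including the T cell kinase *Lck* (-2.35) and *Cd4* (-2.07). Of 12 neutrophil markers 6 were lower in the same way (median -2.32; camera, adjusted p = 6.15e-06), with 1.04 ± 0.909 against 8.31 ± 7.91 CPM for the calcium-binding alarmin *S100a8*. Of 9 B cell and plasma cell markers 1 was lower when adjusted over the list alone (median -1.59; camera, adjusted p = 0.0172), a list call that ended without PIL replicate 1 (adjusted p = 0.0890), with limma-voom (0.128) and at 10 counts in every library, where its sign turned (0.937). Of 23 Fcγ receptor and complement genes 17 were lower when adjusted over the list alone (median -1.90; camera, adjusted p = 3.03e-10), and complement *C3* had 36.6 ± 9.22 against 743 ± 801 CPM, with 1633, 516 and 79.2 in PIL replicates 1, 2 and 3. Of 19 kidney injury genes 16 were lower when adjusted over the list alone (median -1.90; camera, adjusted p = 6.40e-09), among them the tubular injury receptor *Havcr1* (-6.45, adjusted p = 0.136 from edgeR) and the protease inhibitor *Timp1* (-5.86, adjusted p = 0.130). *Havcr1* had 262, 19.2 and 0.527 CPM in PIL replicates 1, 2 and 3 and 1.10, 0.227 and 1.81 in the *Gsdmd*-/- libraries, and *Timp1* had 86.5, 11.0 and 1.73 against 0.892, 0.454 and 0.335, so PIL replicate 1 set most of both fold changes, and for *Havcr1* PIL replicate 3 lay within the *Gsdmd*-/- range. All 23 extracellular matrix and fibroblast genes had negative values and 21 were lower when adjusted over the list alone (median -1.81; camera, adjusted p = 6.95e-21), with the proteoglycan *Dcn* at -1.83 (adjusted p = 0.127 from edgeR, 9.45e-06 from DESeq2). Of 25 proximal tubule genes 24 had positive values (median 0.40; camera, adjusted p = 7.71e-06), and of 19 distal nephron and collecting duct genes 16 (median 0.48; camera, adjusted p = 0.00139). With an estimated correlation the adjusted p was 0.310 for the macrophage, complement and matrix lists, 0.372 for the T and NK cell, neutrophil, injury and proximal tubule lists, and 0.437 for the B cell and distal nephron lists. PIL replicate 3 stood apart from the other PIL libraries, with a mean of the macrophage list of 0.141 against 1.77 and 1.33 in PIL replicates 1 and 2, as log2 CPM relative to the mean of all 9 libraries. Without PIL replicate 3, edgeR called 3204 genes, among them *Gsdmd* (adjusted p = 0.0140). From the RNA-seq of these kidneys, the paper states that genes of pro-inflammatory cytokine production and type I IFN signaling were suppressed in *Gsdmd*-/- mice.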

The top biological GO terms enriched for genes that were differentially abundant between WT and *Gsdmd*^−/−^ mice following pristane treatment were related to leukocyte activation, innate immune responses, regulation of cytokine production, and immune responses (Fig. 8b). 

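Genes lower in *Gsdmd*-/- than in PIL kidneys were enriched for inflammatory, innate and adaptive immune terms when the calls were made at an unadjusted p. At an adjusted p edgeR gave no genes to test for terms. The calls tested were the 1165 genes lower and 146 higher by DESeq2 on the 6 libraries of the 2 groups, at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the lines drawn in Fig. 8a. Of 1157 lower genes with a GO annotation, 106 belonged to the inflammatory response, where 20.8 of its 310 genes would be drawn by chance (hypergeometric test, adjusted p = 3.15e-44). The innate immune response held 113 of them against 25.7 by chance (adjusted p = 2.10e-40) and the immune response 88 against 14.7 (adjusted p = 4.97e-43). Neutrophil chemotaxis held 35 of its 68 genes and the adaptive immune response 54 of its 130. T cell activation held 13 of 38 genes (adjusted p = 2.58e-05), the type I interferon signaling pathway 6 of 14 (adjusted p = 0.00354) and cytokine production 7 of 26, against 1.75 by chance (adjusted p = 0.0191). Production of IL-1β held 5 of 17 genes and did not pass (adjusted p = 0.0504). In all, 327 of 3982 GO terms with 10 to 500 genes passed for the lower genes, in a background of 17238 genes, and 0 passed for 145 higher genes (lowest adjusted p = 0.487). The GO terms were those listed beside each gene in the expression table, and this test was chosen after the data had been seen. Among Reactome pathways, whose use was set beforehand, 69 of 926 passed for 498 lower genes in a background of 5820. Extracellular matrix organization came first, with 70 of 242 genes against 20.7 by chance (adjusted p = 2.47e-18), followed by the adaptive immune system, with 84 of 395 (adjusted p = 1.64e-13). Chemokine receptors bind chemokines held 23 of 49 genes (adjusted p = 1.59e-10), interferon gamma signaling 26 of 91 (adjusted p = 8.58e-07) and interferon signaling as a whole 28 of 120 (adjusted p = 2.05e-05). For the higher genes 0 of 926 pathways passed at 50 calls (lowest adjusted p = 0.117). Genes of 1 pathway vary together between libraries, which a hypergeometric test does not take into account, and PIL replicate 3 lay near the *Gsdmd*-/- libraries for many of them, with a mean of the matrix list of 0.0158 against 1.71 and 0.920 in PIL replicates 1 and 2 on the log2 scale, relative to all 9 libraries.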

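Pro-inflammatory cytokine and chemokine genes and interferon-stimulated genes were lower as sets by camera in *Gsdmd*-/- than in PIL kidneys, while each member named here missed an adjusted p of 0.05 in edgeR over all genes tested. With an estimated correlation these list calls did not hold, at an adjusted p of 0.310 for the cytokine and inflammasome lists, 0.372 for the interferon-γ list and 0.571 for the type I interferon list. Of 23 measured cytokines and chemokines, 22 had a negative log2 fold change and 21 were lower when adjusted over the list alone (median -1.77; camera, adjusted p = 6.79e-12). The monocyte chemoattractant *Ccl2* had 1.66 ± 1.19 CPM in *Gsdmd*-/- and 15.7 ± 10.8 in PIL kidneys (mean ± SD, n = 3 libraries), a log2 fold change of -3.23 (standard error 0.79, adjusted p = 0.130 from edgeR). The chemokines *Ccl6* (-2.23), *Ccl9* (-2.92) and *Cx3cl1* (-1.26) had adjusted p values of 0.127 to 0.130 from edgeR, and *Il1b*, which encodes the pro-form of IL-1β, had a log2 fold change of -1.48 (standard error 0.51, adjusted p = 0.180). Of 50 type I interferon-stimulated genes, 46 had a negative and 4 a positive value, with a median of -0.80 (camera, adjusted p = 1.33e-06), and 0 passed when adjusted over the list alone. The nucleic acid sensor *Zbp1* had 1.54 ± 0.173 against 12.4 ± 7.07 CPM, a log2 fold change of -3.01 (standard error 0.68, adjusted p = 0.127 from edgeR, 0.000317 from DESeq2). Of 32 interferon-γ and antigen presentation genes 15 were lower when adjusted over the list alone (median -1.13; camera, adjusted p = 2.21e-11), such as the MHC class II transactivator *Ciita* (-1.88, adjusted p = 0.127 from edgeR) and the class II chain *H2-Eb1* (-1.97, adjusted p = 0.143). Of 20 inflammasome and pyroptosis genes 12 were lower when adjusted over the list alone (median -1.08; camera, adjusted p = 7.85e-08), including *Casp1* (-1.48), *Aim2* (-1.30) and *Pycard* (-0.96), each at an adjusted p of 0.127 from edgeR. Fry, which asks whether the genes of a list move one way on balance, gave an adjusted p of 0.125 for the cytokine list and 0.337 for the type I interferon list. By camera at the preset correlation, both lists remained lower without any 1 of the 9 libraries, with an adjusted p of at most 2.03e-10 and 0.000316. Relative to the mean of all 9 libraries, the cytokine list stood at 1.74, 1.36 and -0.0531 in PIL replicates 1, 2 and 3 on the log2 scale, and at -0.340, -0.870 and -0.464 in *Gsdmd*-/- replicates 1, 2 and 3. The type I interferon list stood at 0.495, 0.357 and -0.138 in PIL replicates 1, 2 and 3, and at -0.536, -0.666 and -0.399 in *Gsdmd*-/- replicates 1, 2 and 3.

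**Figure D3:**
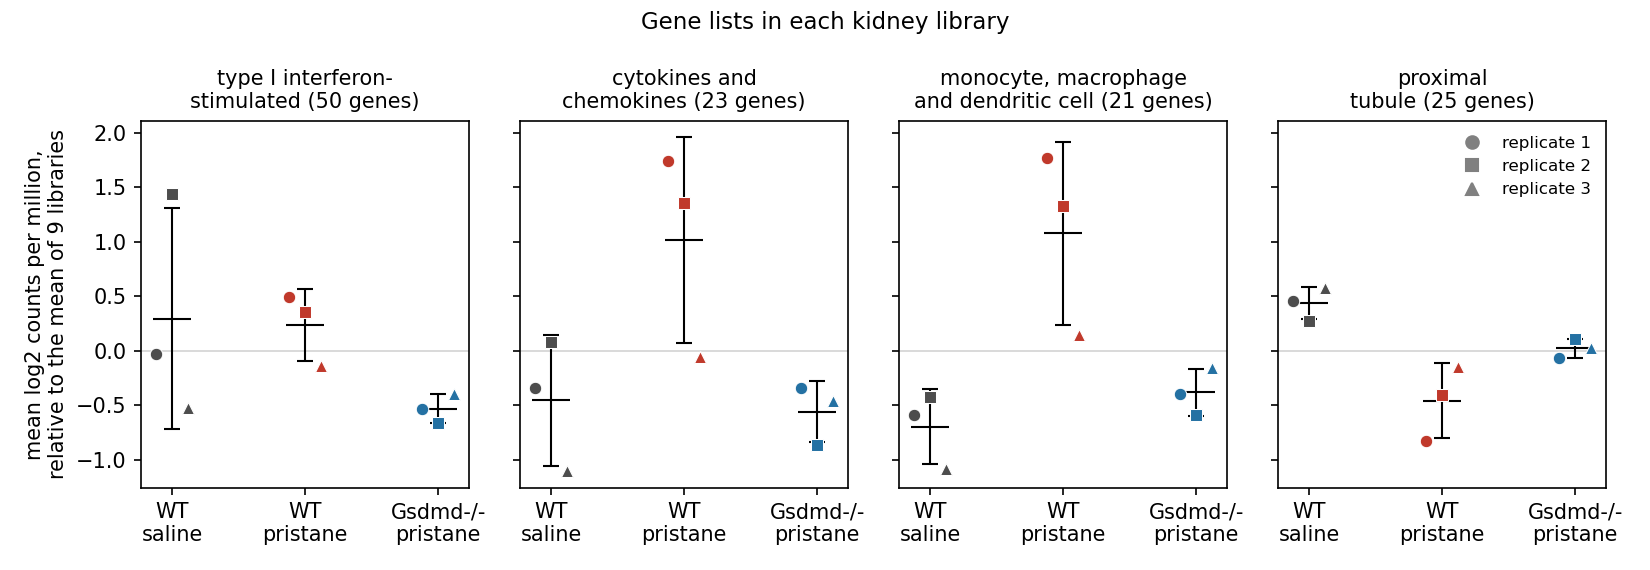
Mean log2 CPM of 4 gene lists, relative to the mean of 9 libraries, with 1 point per kidney library in the WT saline, WT pristane and *Gsdmd*-/- pristane groups; lines give the mean and SD of 3 libraries. Saline replicate 2 stands at 1.44 for type I interferon-stimulated genes, and PIL replicate 3 lies below PIL replicates 1 and 2 in the first 3 panels and above them for proximal tubule genes.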

Gene set enrichment analysis (GSEA) revealed significant enrichment of the IFN pathway and inflammatory responses upon the comparison of WT and *Gsdmd*^−/−^ mice following pristane treatment (Fig. 8c). Consistent with these findings, serum IFN-α and IL-1β levels were reduced in *Gsdmd*^−/−^ mice relative to the WT mice after pristane treatment (Fig. 8d, e). GSDMD knockout rescued the severe disease-related facial damage and splenomegaly after pristane treatment (Supplementary Fig. 5a–d). The survival rate of PIL mice from 9–12 months was improved in the *Gsdmd*^−/−^ mice (Supplementary Fig. 5e). Antinuclear antibody positivity is a key diagnostic criterion associated with SLE. Following pristane treatment, WT mice exhibited significantly elevated anti-ANA, anti-ssDNA, anti-RNPs and anti-Sm antibody levels (Fig. 8f, g; Supplementary Fig. 5f, g), whereas these autoantibodies were present at significantly lower levels in the *Gsdmd*^−/−^ mice. Serum level of IL-18 and mtDNA were significantly increased in PIL mice compared with control. And the increased level of IL-18 and mtDNA in PIL mice were suppressed in *Gsdmd*^−/−^ mice after pristane treatment (Supplementary Fig. 5h, i). The percentages and numbers of monocytes, macrophages, and neutrophils in the spleen were decreased in the *Gsdmd*^−/−^ mice after pristane treatment, whereas the numbers and relative frequencies of cDCs remained unchanged (Supplementary Fig. 6a–c). The percentages and numbers of naïve B, CD4^+^T, and effector T cells (CD44^+^CD62L^−^) in the spleen were reduced in the *Gsdmd*^−/−^ mice as compared to WT mice following pristane treatment (Supplementary Fig. 6d–f). After pristane treatment for seven months, histological examination of kidney tissues revealed severe proliferative glomerulonephritis in WT mice which was rescued in the *Gsdmd*^−/−^ mice (Fig. 8h). In addition, pristane-induced renal ICs deposition and proteinuria were also decreased in the *Gsdmd*^−/−^ mice (Fig. 8i, j; Supplementary Fig. 5j, k). To precisely evaluate the contribution of GSDMD in neutrophils, we used a mouse strain with specifically depleted *Gsdmd* in neutrophils (Supplementary Fig. 7a)^49^. Similar to GSDMD-deficient mice, GSDMD conditional knockout in neutrophils suppressed serum IFN-α and IL-1β levels after pristane treatment (Fig. 8k, l). Serum levels of anti-ANA, anti-ssDNA, anti-RNPs, and anti-Sm (Fig. 8m, n; Supplementary Fig. 7b, c) were suppressed in the *Gsdmd*^fl/fl^S100A8-cre mice as compared to the *Gsdmd*^fl/fl^ mice after pristane treatment. The level of IL-18 and mtDNA was also suppressed in *Gsdmd*^fl/fl^S100A8-cre mice as compared to the *Gsdmd*^fl/fl^ mice after pristane treatment (Supplementary Fig. 7d, e). Histological examination of kidney tissues revealed severe proliferative glomerulonephritis and high kidney biopsy score in WT mice which was alleviated in the *Gsdmd*^fl/fl^S100A8-cre mice (Supplementary Fig. 7f, g). The level of proteinuria was suppressed in *Gsdmd*^fl/fl^S100A8-cre mice as compared to the *Gsdmd*^fl/fl^ mice after pristane treatment (Supplementary Fig. 7h). In addition, renal ICs deposition and proteinuria also decreased in the *Gsdmd*^fl/fl^S100A8-cre mice as compared to the *Gsdmd*^fl/fl^ mice after pristane treatment (Supplementary Fig. 7i–k).

**Fig. 8:**
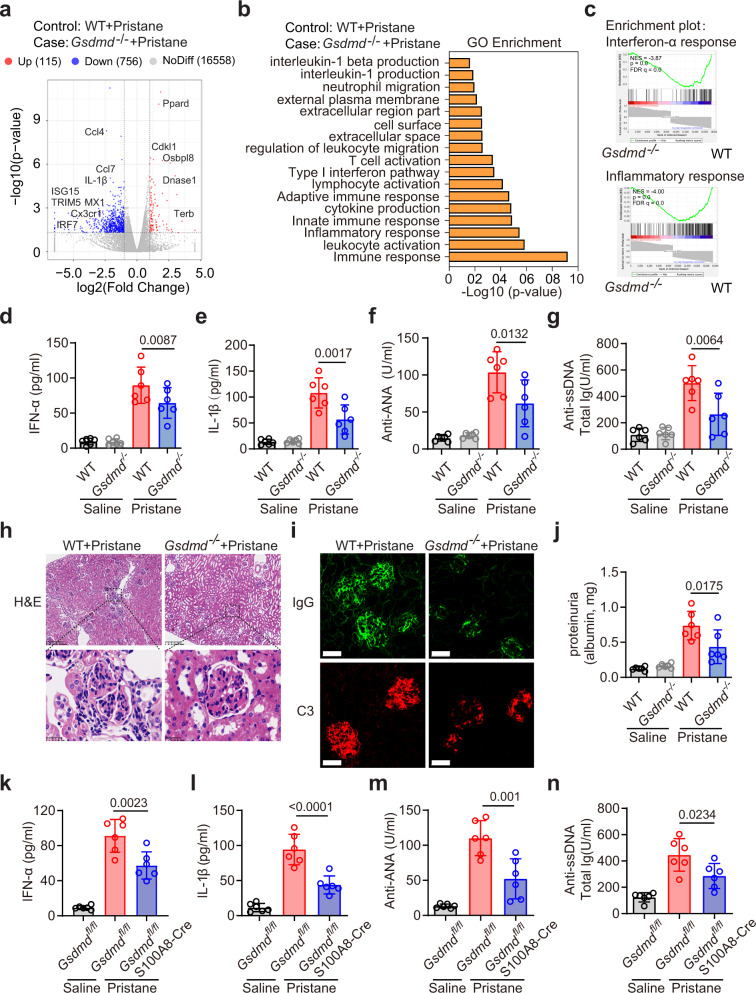
GSDMD deficiency significantly reduced disease activity in PIL mice. **a** Volcano plots were prepared demonstrating the distributions of P-values [−log10 (*P* value)] and fold change values [log2 (fold change)]. Down- and upregulated genes are shown in blue and red respectively. **b** Differential gene expression in kidneys from PIL mice relative to pristane-treated *Gsdmd*^−*/*−^ mice. GO enrichment analysis demonstrating the biological processes most significantly enriched in the kidneys of WT and *Gsdmd*^−*/*−^ mice following pristane treatment. **c** GSEA approaches identifying genes associated with IFN-α response and inflammatory response between WT and *Gsdmd*^−*/*−^ mice following pristane treatment. ELISA analysis of serum IFN-α (**d**), IL-1β (**e**), anti-ANA (**f**) and anti-ssDNA (**g**) levels from the indicated groups. **h** H&E staining of glomeruli from WT and *Gsdmd*^−*/*−^ mice following pristane treatment. Scale bar, 200 μm, 25 μm (enlarged). **i** Immunofluorescence of IgG (green) and complement C3 (red) in kidney section from WT and *Gsdmd*^−*/*−^ mice after pristane treatment. Scale bar, 25 μm. **j** ELISA analysis of urine albumin levels in WT and *Gsdmd*^−*/*−^ mice after pristane treatment. ELISA analysis of IFN-α (**k**), IL-1β (**l**), anti-ANA (**m**) and anti-ssDNA (**n**) antibodies in serum from *Gsdmd*^*fl/fl*^ or *Gsdmd*^*fl/fl*^*S100A8-Cre* mice after pristane treatment for 7 months. NES normalized enrichment score, FDR false discovery rate. *n* = 6 mice (**d**–**g**, **j**–**n**) and data are representative of 2 independent experiments (**d**–**n**). Data are shown as means ± SD. Significance was examined with one-way ANOVA (**d**–**g**, **j**–**n**).

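Of the genes labelled in Fig. 8a, 10 passed the filter on low counts and were tested, and when adjusted over the list alone 4 were higher and 3 lower in *Gsdmd*-/- than in PIL kidneys. Each of the 10 missed an adjusted p of 0.05 in edgeR over all genes tested. Of the 10, 5 passed with DESeq2, all 10 with limma-voom and sample quality weights, and 7 with edgeR without PIL replicate 3. Over all genes these 3 settings called 878, 6443 and 3204. The nuclear receptor *Ppard* (ENSMUSG00000002250, chromosome 17, 28232700 to 28301474) had 113 ± 21.7 CPM in *Gsdmd*-/- and 34.4 ± 3.99 in PIL kidneys (mean ± SD, n = 3 libraries), a log2 fold change of 1.72 (standard error 0.27, adjusted p = 0.127 from edgeR, 2.06e-06 from DESeq2). The endonuclease *Dnase1* (ENSMUSG00000005980, chromosome 16, 4036942 to 4040024), which degrades extracellular DNA, had 341 ± 122 against 84.9 ± 28.6 CPM, a log2 fold change of 2.01 (standard error 0.32, adjusted p = 0.127 from edgeR, 7.61e-07 from DESeq2). The lipid transfer protein *Osbpl8* (1.00, adjusted p = 0.130 from edgeR) and the kinase *Cdkl1* (1.07, adjusted p = 0.127) also had positive values. The fractalkine receptor *Cx3cr1* (-1.57, adjusted p = 0.127 from edgeR, 0.00192 from DESeq2) and the chemokine *Ccl4* (-1.77, adjusted p = 0.175 from edgeR) had negative ones. The study chose these genes on libraries of this series, so neither their direction nor the number passing over the list alone is independent evidence. As a set they did not pass (camera, adjusted p = 0.291), and the set's direction was higher while its median was -0.94. *Ccl7*, *Terb1* and *Terb2* were removed by the filter on low counts. Among the genes with the lowest p in edgeR were the liver and kidney enzyme *Bhmt* of methionine metabolism, with 100 ± 40.6 against 12.4 ± 4.08 CPM, and the clock transcription factor *Npas2*, with 26.0 ± 2.69 against 7.13 ± 0.671 (adjusted p = 0.111 each). The adaptor of T cell signaling *Grap2* (-2.38), the extracellular protein *Svep1* (-1.18) and the integrin chain *Itga9* (-0.90) had the same adjusted p of 0.111 and negative values. Libraries of the 2 groups did not overlap for 27.9% of genes, where chance gives 10%. At the lines of Fig. 8a, an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, DESeq2 on the 6 libraries gave 146 genes higher and 1165 lower. Without PIL replicate 3 edgeR called 1455 genes higher and 1749 lower, and without saline replicate 2 it called 1; the other 7 such fits called 0.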

### Pharmacological inhibition of GSDMD attenuates lupus disease activity

As GSDMD-deficient mice exhibited impaired SLE pathogenesis, we sought to test whether the pharmacological inhibition of GSDMD was sufficient to achieve a similar degree of disease remission in the MRL*/*lpr mice. Thus, we orally administered the GSDMD inhibitor, DSF, to these mice. Disease-related increases in splenic and lymph node weight in MRL*/*lpr mice were significantly suppressed after DSF treatment (Fig. 9a–d). Reduced levels of anti-dsDNA, anti-RNPs, and anti-Sm (Fig. 9e–g) autoantibodies in MRL/lpr mice following DSF treatment were observed. Serum levels of IL-1β, IL-18 and mtDNA were also reduced in the MRL/lpr mice after DSF treatment (Fig. 9h–j). Kidney histopathological analyses revealed severe glomerular, interstitial, and vascular lesions in the vehicle-treated MRL*/*lpr mice consistent with glomerulosclerosis, crescent formation, increased mesangial matrix, tubular atrophy, and diffuse perivascular and interstitial mononuclear cell infiltration, all of which were alleviated following DSF treatment (Fig. 9k, l). Kidney function measured using the urine albumin-to-creatinine ratio (UACR) improved after DSF treatment (Fig. 9m). DSF treatment also decreased renal deposition of ICs (IgG and Complement C3) (Fig. 9n–p). These data indicated that DSF-mediated GSDMD inhibition was sufficient to delay disease progression in the MRL*/*lpr mice.

**Fig. 9:**
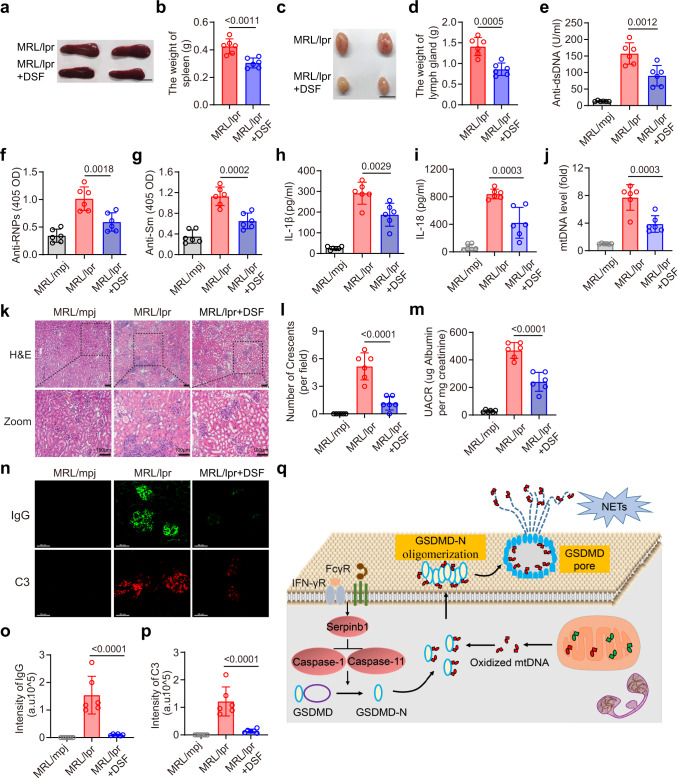
GSDMD inhibition alleviates disease activity in MRL/lpr mice. **a** Images of spleen from MRL/lpr mice or MRL/lpr with DSF treatment. Scale bar, 1 cm. **b** Quantitative analysis of spleen weight. **c** Images of lymph gland from MRL/lpr mice or MRL/lpr with DSF treatment. Scale bar, 1 cm. **d** Quantitative analysis of the weight of lymph gland (4 lymph glands). ELISA analysis of the levels of anti-dsDNA (**e**), anti-RNPs (**f**), anti-Sm (**g**), IL-1β (**h**) and IL-18 (**i**) in serum samples from the indicated groups. **j** qPCR analysis of D-loop in serum from indicated groups. **k** H&E staining of kidney section from indicated groups; scale bar = 100 μm. **l** Quantitative analysis of numbers of glomerular crescents from indicated groups. **m** ELISA of urine albumin-to-creatine ratio in MRL/mpj, MRL/lpr, and MRL/lpr mice treated with DSF. **n** Renal section from the indicated treatment groups were stained with or IgG (green) and C3 (red). Scale bar, 50 μm. **o**, **p** Quantitative analysis of the intensity of IgG and C3 per FOV. **q** Working model. ICs and IFN-γ in the serum of SLE patients promote the activation of GSDMD through serpinb1/caspase-1/11 pathway. Moreover, ICs also promote mitochondrial stress, which facilitates the release of Ox-mtDNA into the cytosol. Cytosolic Ox-mtDNA directly binds with GSDMD-N to promote GSDMD-N oligomerization and GSDMD pore formation. The subsequent extracellular NETs and mtDNA promote SLE pathogenesis. *n* = 6 mice, 2 independent experiments (**b**, **d**–**j**, **l**, **m**, **o**, **p**). Data are shown as means ± SD. Significance was examined with unpaired two-sided Student’s *t* test (**b**, **d**) one-way ANOVA (**e**–**j**, **l**, **m**, **o**, **p**).

Collectively, ICs and IFN-γ in the serum of SLE promote the activation of GSDMD through serpinb1/caspase-1/11 pathway. Meanwhile, ICs also promotes mitochondrial stress, which facilitates the release of Ox-mtDNA into the cytosol. Cytosolic Ox-mtDNA directly binds with GSDMD-N to promote GSDMD-N oligomerization and GSDMD pore formation. At last, the subsequent extracellular release of NETs and mtDNA promote SLE pathogenesis (Fig. 9q).

## Discussion

There has been an explosion of interest in understanding the role of cell death and DAMP signaling pathways in shaping inflammatory and immune responses^50^. Herein, we performed intravital imaging and molecular biology to examine the relationship between pyroptosis-driven protein, GSDMD, and interferogenic mtDNA in neutrophils in the context of SLE. We confirmed that not only does GSDMD promote extracellular DNA release but the oxidation of mtDNA is essential for GSDMD-N oligomerization and subsequent cell death. Thus, the interaction between Ox-mtDNA and GSDMD results in a positive feedback loop, thereby ensuring that extracellular DNA release and pro-inflammatory programmed cell death in neutrophils in SLE.

MtDNA is present at high cellular copy number and more prone to damage than nuclear DNA^51^. Previous studies of mtDNA in autoimmune disease mainly focused on the mechanism that regulates the release of mtDNA from mitochondria. Benjamin Kile discovered mtDNA escaped from mitochondria through BAK/BAX membrane pores, and confirmed that mtDNA released from mitochondria is an important factor in SLE^50^. Subsequently, there are studies showed that voltage-dependent anion channel (VDAC) in the mitochondrial membrane facilitates cytosolic mtDNA release in SLE, and TAR DNA-binding protein of 43 kDa (TDP-43) in cytoplasm promotes cytosolic mtDNA release in familial amyotrophic lateral sclerosis^52,53^. Our study showed cytosolic mtDNA directly interacts with GSDMD-N. However, the precise mechanism governing the release of mtDNA from mitochondria (BAK/BAX, VDAC pore or TDP-43) after ICs treatment needs further investigation.

Cytosolic mtDNA is best known for activating cGAS/STING and promoting type I IFN production^54^. However, neutrophils do not express a relative high level of type I IFN. Our results indicated a novel role of cytosolic mtDNA that interacts with GSDMD-N and promotes GSDMD-dependent NETs. A number of other studies showed that mtDNA also activates Toll-like receptor (TLR) 9^55^, NLRP3 inflammasome and other cytoplasmic nucleic acid sensors (e.g., Zbp1)^45,56^. In addition, previous studies identified that neutrophils in SLE extrude Ox-mtDNA outside the cell^21,22^. Our results also showed the release of mtDNA in cultured medium was significantly suppressed by GSDMD deficiency. In consistent with a previous study in macrophage, GSDMD was identified to promote a fast mitochondrial collapse, cytosolic mtDNA accumulation, and mtDNA release from cells during pyroptosis and apoptosis. They further revealed that GSDMD pores were not big enough to allow mtDNA to be released from the cell, but are big enough to induce its release from the mitochondrial matrix^57^. Our results showed that GSDMD knockout significantly suppressed extracellular mtDNA release after LS plus IFN-γ treatment. The discrepancy might be due to the different cell types and stimulations. It was identified that cell-free supernatants from healthy neutrophil cultures contain mtDNA in the absence of activation, while monocytes extrude negligible amounts of mtDNA^21^. Furthermore, a recently study proved cytosolic Ox-mtDNA are not intact circular DNA, but 500–650 bp fragments^47^. So GSDMD is sufficient to promote extracellular mtDNA release in neutrophils after LS plus IFN-γ treatment.

As the key executioner of pyroptosis, GSDMD oligomerizes and forms pore-like structures on the plasma membrane upon inflammatory stimulation^7,9^. Herein, we identified mROS as a new regulator of GSDMD, consistent with the findings of a previous report, whereby the regulator-Rag-mTORC1 was shown to promote GSDMD oligomerization through ROS production^15^. However, mechanistic insights into the effects of mROS on GSDMD oligomerization are unknown. Herein, we found that cytosolic Ox-mtDNA released from mitochondria could directly interact with GSDMD and promotes GSDMD-N aggregation during pore formation. Thus, as a decisive factor, Ox-mtDNA could stabilize the GSDMD-N oligomer by interacting with its positively charged residues. Furthermore, the clinical relevancy of our findings is strongly supported by the level of cleaved GSDMD-N and its positive correlation with serum levels of NETs-associated DNA and mtDNA in peripheral blood neutrophils from SLE patients as well as the reduction of lupus severity in MRL/lpr mice after systemic inhibition with GSDMD inhibitor.

The role of GSDMD has not been well characterized in the context of SLE. A recent study using imiquimod (IMQ)-induced SLE model and pristane-induced acute lung injury suggests that GSDMD negatively regulates autoantigen generation and immune dysregulation^58^. However, GSDMD is widely expressed in many different cell types and thus the opposite function of GSDMD in these models may indicate its roles in other cell types. Nevertheless, in our study, we have generated both conventional GSDMD knocked out and neutrophil-specific GSDMD knocked out mice to precisely dissect the contribution of GSDMD in neutrophils in pristane-induced SLE. The pristane-induced-lupus model is the most widely used murine model of induced-lupus disease which is highly dependent on the overproduction of type I IFNs, similar to that in over half of patients with lupus^59,60^. Both genetic and environmental factors contribute to lupus in humans, and therefore, PIL mouse model represents an environmental factor inducing lupus-like disease in a strain that is not genetically prone to autoimmune diseases.

GSDMD can bind to cardiolipin, a mitochondrial membrane component. Activated GSDMD can form mitochondrial pores and mediate the release of mtDNA into the cytosol of endothelial cells^61^. Our data indicated that the release of Ox-mtDNA from neutrophils after RNP ICs treatment or LDGs could be suppressed by the inhibition of GSDMD. We also demonstrated a direct interaction between GSDMD and mtDNA through a series of immunoprecipitation experiments and in cell-free systems. Interestingly, mtDNA can also interact with VDAC1 in the outer mitochondrial membrane. This interaction stabilizes VDAC oligomer state and further increases mtDNA release^52^. Therefore, we proposed that the interaction of mtDNA and GSDMD may help stabilize the GSDMD pore, thus creating a feedforward cycle to promote GSDMD oligomerization and increase mtDNA release.

After activation, caspase-1/11 can readily cleave GSDMD at the aspartate residue within the linking loop region. In neutrophils, such cleavage can also be mediated by other serine proteases, including elastase and cathepsin G^3,62^. GSDMD cleavage following serum treatment was partially suppressed upon knocking out caspase-1 or caspase-11, while it was fully ablated in caspase-1/11 double deficient mice. Why other proteases do not play a significant role in mediating GSDMD cleavage in the context of SLE remains to be clarified. A previous study through proteomic analysis showed that NETs induced in response to different stimuli exhibit distinct patterns of protein composition^63,64^. Thus, it is possible that the upstream factors related to GSDMD activation are context-dependent and may be linked to different outcomes. Both caspase-1 and −11 are required for GSDMD activation upon exposure to lupus serum. However, several well-known upstream activators of caspases, such as danger signals and bacteria toxins, are not likely to be present at high concentrations in lupus serum. In a recent study, Jung et al. report that Serpinb1, a protease inhibitor expressed at high levels in neutrophils, serves as a key gatekeeper for the activation of caspase-1 and -11^42^. Our data clearly indicated that ICs treatment could suppress the safeguarding function of Serpinb1 in vitro. Unexpectedly, the expression of Serpinb1 in the neutrophils of SLE patients and PIL mice were extremely low or absent, suggesting that serpinb1-dependent caspase-1/11 activation may be a constantly ongoing process in the context of SLE.

The FDA-approved drug disulfiram (DSF), which is used to treat alcohol addiction, was recently shown to inhibit GSDMD pore formation^65^. We found that DSF was able to inhibit neutrophil extracellular DNA release and to suppress Ox-mtDNA release from LDGs. DSF administration to lupus-prone mice ameliorated lupus symptoms. However, it is worth to mention that DSF is known to modify cysteine residues through formation of a disulfide bridge and thus may have many other target proteins^66,67^. The effect of DSF treatment in lupus model may not be solely attributed to GSDMD inhibition. Nevertheless, given the significant unmet clinical needs of SLE patients and particularly of individuals suffering from lupus nephritis, the therapeutic potential for the repurposing of this drug as a means of treating SLE warrants furtherer study.

## Methods

### All animal experiments were approved by Shanghai Jiao Tong University School of Medicine

Institutional Animal Care and Use Committees (IACUC) and performed according to local guidelines for the use and care of laboratory animals as provided by Shanghai Jiao Tong University School of Medicine IACUC (protocol No. A-2022-042). Studies enrolling human neutrophils were approved by the Research Ethics Committee of Shanghai Jiao Tong University College of Basic Medical Sciences (protocol No. 2022-23). Human renal biopsies were obtained under a protocol approved by the Ethics Committee of Shanghai Jiao Tong University Affiliated Shanghai Tong Ren hospital (protocol No. 2017-004-01).

### Animals

Female, 4 weeks C57BL/6 mice were purchased from SLRC laboratory animal (Shanghai, China). *Gsdmd*^−/−^ mice were obtained from the model animal research center of Nanjing University (T010437). *Casp11*^−/−^ mice were obtained from Jackson Laboratory (#024698). *Casp1*^−/−^*Casp11*^−/−^ mice were obtained from Jackson Laboratory (#016621). *Casp1*^−/−^ mice were obtained from Cyagen biotechnology (S-KO-01331). MRL/mpj (000486), MRL*/*lpr (000485) mice were purchased from SLRC laboratory animal (Shanghai, China). *FcγR*^*–/–*^ mice (Jackson Laboratory #002847) were kindly provided by Dr. Fu-bin Li. *Ms4a3tdTomato* mice were kindly provided by Dr. Florent Ginhoux^31^. *Gsdmd*^flox/flox^ (S-CKO-14431) was obtained from Cyagen biotechnology. *S100A8-cre* mice (#021614) was obtained from The Jackson Laboratory. Animals were maintained under specific pathogen-free conditions. Experimental and control animals were co-housed with no more than five animals per cage. All mice were housed under specific pathogen-free conditions and kept in a 12:12-h light–dark cycle with controlled humidity (60–80%) and temperature (22 ± 1 °C). All experiments were performed on sex-and 4- to 12-week-old age-matched animals. After treatment with pristane for 7 months, mice were anesthetized with isoflurane inhalation for body wight measurement and blood collection, and then euthanized by avertin (100 mg/kg) and rapid cervical dislocation for kidney and spleen collection.

### Clinical patient information

Serum samples were collected from 34 patients with ANA-positive SLE who met the 2017 EULAR/ACR SLE. The control group consisted of 10 healthy individuals who consented to participate in our project. Informed consent was obtained from all participants. Additional clinical information about the participants is listed in Supplementary Table 1. For human renal biopsy studies, written informed consent from participants and parents or legal guardians where applicable was received under protocols approved by the ethics committee of Shanghai Jiao Tong University Affiliated Shanghai Tong Ren hospital. Patients who underwent a renal biopsy and were diagnosed with lupus nephritis without any other type of renal injury were enrolled in the study.

### Antibodies and reagents

Detailed information of antibodies used for western blot, flow cytometry and Immunofluorescence staining are listed in Supplementary Table 2. Mito-TEMPO (HY-112879), MIT1 (HY-134539), VBIT-4 (HY-129122), MCC950 (Hy-12815) and GSK484 (HY-100514) were from MedChemExpress (NJ, USA). GSDMD with N-terminal Flag tagged plasmid (MG5A2835-NF) and C-terminal Flag tagged plasmid (MG5A2835-CF) were obtained from SinoBiological (Beijing, China). DSF was obtained from Sigma-Aldrich (PHR1690, St. Louis, MO, USA). Purified His-tagged murine GSDMD, human GSDMD and human caspase-4 protein were obtained from Wuhan Chemstan Biotechnology (Wuhan, China). Recombinant human caspase-1 protein was obtained from Abcam (ab39901, Cambridge, MA, USA). The amino acid sequence of peptide from mouse GSDMD-N terminal was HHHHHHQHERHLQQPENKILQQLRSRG. The mutant sequence was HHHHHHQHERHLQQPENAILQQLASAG. The peptide was synthesized by GL biochem (Shanghai, China).

### Lupus mouse model

Female mice (4 week) were intraperitoneally injected once with 0.5 ml of pristane oil (2,6,10,14-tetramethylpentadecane, Sigma-Aldrich). Control mice were treated with 0.5 ml of saline. The mice were euthanized by raising CO_2_ concentrations 31 weeks after injection. Mice were anesthetized with isoflurane inhalation for serum collection. Both kidneys were excised, one for histology analysis and the other for immunofluorescent staining. Kidneys and spleens were isolated and weighed. Six-week- old female MRL*/lpr* mice were treated with DSF (50 mg/kg) through the oral administration every 2 days for 3 months.

### Isolation and stimulation of human peripheral neutrophils

Heparinized blood from SLE patients and healthy controls was isolated by density gradient centrifugation on Polymorphprep (AS1114683, Axis-Shield, Dundee, UK) for 40 min at 400 × *g* without gracing. The neutrophils/red blood cells (RBC) were suspended in RBC lysis buffer (Servicebio) and neutrophils were washed in sterile PBS and suspended. The low-density granulocytes (LDG) were purified from peripheral blood mononuclear cells (PBMCs) isolated from fresh whole healthy and lupus donor blood using CPT-heparin tubes as previous described^68^. The EasySep™ Human Neutrophil Negative Selection (STEMCELL) Kit was used for isolation of LDG and NDG. LDG isolation purity ranged from 95–99% using this method.

### Isolation and stimulation of mouse bone marrow neutrophils

Femurs and tibias were collected and bone marrow was flushed into a 50 ml conical tube with HBSS. Following ACK lysis, neutrophils were purified through a 62.5% Percoll gradient. The purity of isolated cells has reached over 90% as determined by flow cytometry. Neutrophils were treated with 10% serum from mice treated with pristane after 7 months, and IgG-depleted serum with or without the presence of IFN-γ (100 ng/ml).

### RNP ICs isolation

RNP ICs isolation was performed as previous described^22^. Human IgG was purified through HiTrap Protein A HP (cytiva) from three individuals with SLE selected for the presence of a higher titer of anti-RNP, anti-SmRNP and anti-dsDNA antibodies. The IgG was then mixed with SmRNP (Arotec, New Zealand) and used at final concentration of 10 μg/ml.

### mtDNA pulldown

mtDNA pulldown was performed according to the previous report^69^. A total of 1 × 10^7^ bone marrow neutrophils was treated with different stimulators. Cell pellets were resuspended in polysome lysis buffer (10 mM HEPES pH 7.0, 100 mM KCl, 5 mM MgCl_2_, 25 mM EDTA, 0.5% NP40, complete protease inhibitors) and then incubated on ice for 10 min before frozen at −80 °C for 1 h. Cell lysates were clarified by centrifugation at 13,000 r.p.m. for 15 min at 4 °C. Protein G agarose beads (Santa Cruz) were washed with NT2 buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP40) for 30 min at 4 °C. The washed beads were conjugated with anti-GSDMD or IgG antibody (Sigma) at 4 °C overnight. The conjugated beads were then washed and incubated with cell lysate at 4 °C for at least 4 h. Protein G agarose beads from each condition were treated with protease K for 30 min at 55 °C and RNA or DNA was extracted using either acidic or basic phenol-cholochrome, respectively. RNA or DNA was precipitated by centrifugation for 30 min at 4 °C, washed with 80% ethanol and air-dried before resuspension in pure H_2_O for further use.

### Renal intravital multiphoton microscopy

Intravital imaging of kidney was performed as described previously^70^. Mice were anesthetized by an initial intraperitoneal injection of avertin (100 mg/kg). The tail vein was catheterized to allow delivery of fluorescent probes and to maintain anesthesia as required. A heating pad was used to maintain the temperature of the mice at 37 °C. The left kidney was exteriorized through a dorsal incision and the kidney was immobilized in a heated well incorporated into a custom-built stage. The exposed kidney was bathed in normal saline and cover slipped. Glomeruli were observed using multiphoton microscope with two tunable lasers (FVMPE-RS-TWIN, Olympus). Experiments in C57BL/6 mice were performed at 1200 nm excitation, 850 nm excitation. In most experiments, images were taken every 30 s by collecting z-stacks of approximately 20 μm, with 5 μm step size. Emitted fluorescence was detected by non-descanned detectors with 495–540 nm, 575–645 nm and 660–750 nm emission filters. Pre-defined settings for laser power and detector gain were used for all experiments. For visualization of the vasculature, Qtracker® 655 (Invitrogen) was used at a concentration of 10 μM. To label DNA, Sytox green (Invitrogen) was injected through the tail vein at a concentration of 0.5 μM.

### Quantitative RT-PCR

Total RNA was extracted by using TRIzol reagent and subjected to cDNA synthesis. Quantitative RT-PCR was performed using SYBR Green Supermix (Vanzyme). The relative expression levels of mRNA were normalized against GAPDH. The sequences of qPCR primers were listed in Supplementary Table 3.

### RNA-sequencing analysis

Kidneys from different groups of mice were used for total RNA isolation with TRIzol (Invitrogen). RNA-Sequencing services were provided by Personal Biotechnology Co., Ltd. Shanghai, China using Illumina Novaseq6000 (150 bp paired end reads). The raw reads were aligned to the mouse reference genome (version mm10) by using Hisat2 RNASeq alignment software. The mapping rate was 96% in average across all the samples in the dataset. HTSeq was used to quantify the gene expression counts from TopHat2 alignment files. Using R package DESeq2, differential expression analysis was performed on the count data. *p* values obtained from multiple tests were adjusted by using Benjamini-Hochberg correction.

### Western blot

Purified bone marrow or peripheral blood neutrophils were lysed in cell lysis buffer (50 mM Tris–HCL (pH8.0), 2% SDS, 10% glycine) supplemented with proteinase inhibitor at a dilution of 1:25. Protein concentrations were determined by a BCA protein assay kit. Equal amount (30 μg per sample) of total protein was loaded and separated by SDS-PAGE and then electrophoretically transblotted onto a PVDF membrane. For detection of GSDMD oligomers induced as shown, proteins were separated in non-reducing SDS-PAGE gels. The membranes were blocked and incubated with primary antibody at 4 °C overnight. With washed in TBST, membranes were incubated with specific anti–rabbit or anti-mouse antibodies for 2 h at room temperature. The signals were then imaged with the ImageQuant LAS4000 mini system (GE healthcare).

### Immunoprecipitation (IP) and co-IP

Bone marrow neutrophils after indicated treatment or peripheral blood neutrophils from HV or SLE patients were gently lysed in ice-cold NP40 buffer (Beyotime, P0013F). Cell lysate (500 μg proteins) was firstly incubated with 1 μg IgG antibody and 8 μL Protein G beads for 1 h at 4 °C. After centrifuge 8000 g for 1 min, magnetic rack was used and supernatant was collected to a new tube. The supernatant was then incubated overnight with anti-GSDMD antibody (2 μl) at 4 °C. Subsequently, 20 μl of protein A/G agarose (Santa Cruz Biotechnology, Inc) were added for additional 2 h. The beads were then washed two times with NETN300 (high salt, 60 mM Tris-HCl, 3 mM EDTA, 1.5% NP40, 300 mM NaCl), subsequently two times with NETN100 (low salt, 20 mM Tris-HCl, 1 mM EDTA, 0.5% NP40, 100 mM NaCl). The associated complexes/proteins were released from the immunocomplexes by incubation for 5 min at 100 °C with 2 × loading buffer. The dissociated complexes were then collected by centrifugation and subjected to SDS-PAGE for Western blotting analysis.

### Dot plot assay

Cells were cross-linked by UV irradiation for 2 min. Cells were gently lysed in ice-cold IP lysis/Wash Buffer (Thermo Fisher Scientific) supplemented with Halt Protease and Phosphatase Inhibitor Cocktails (Roche). Cell lysate (50 μg proteins) was incubated overnight with anti-GSDMD antibody (10 μg/ml). 20 μl of protein A/G agarose (Santa Cruz Biotechnology, Inc) were added for additional 6 h. The beads were then washed five times with 10 mM Tris–HCl/20 mM NaCl. The associated complexes/proteins were released from the immunocomplexes by incubation for 5 min at 100 °C with 2% SDS. The dissociated complexes were collected, and 5 ng of DNA was blotted on a positively charged nylon membrane using the Bio-Dot Microfiltration System, and then cross-linked by UV irradiation for 3 min. The membranes were blocked with 5% BSA in TBST for 1 h at room temperature. Primary antibody 8OHdG was diluted 1:200 in 5% BSA and incubated overnight. After washing in TBST for 3 times, the membranes were incubated for 2 h at room temperature with Poly HRP-conjugated anti-mouse IgG.

### Flow cytometry analysis

The cells were stained with Zombie (BioLegend) in PBS for 30 min at 4 °C. Then the cells were stained with Fc blocker in FACS buffer (1× PBS with 0.5% BSA, 2 mM EDTA). Then the cells were resuspended in 50 μl FACS buffer with diluted indicated flow cytometry antibodies and incubated for 30 min at 4 °C. For ROS detection, bone marrow neutrophils were seeded in 6-well plates. Cells were pretreated with G-CSF (40 ng/ml) and IMT1 (10 μM) for 24 h, or pretreated with CsA (1 μM) plus VBIT-4 (10 μM) for 2 h. Then the cells were treated with IFN-γ (100 ng/ml) and LS (10%) for 12 h. Cells were then stained with Dihydrorhodamine 123 (ThermoFisher, D23806) with 1640 medium for 30 mins at 37 °C. The cells were washed twice by FACS buffer and analyzed by flow cytometry. Data were acquired with BD FACSDiva (v8.0.2) on a BD Fortessa X20 (BD Biosciences) and analyzed using FlowJo software (Tree Star, Inc.).

### ELISAs

Serum were isolated from whole blood using serum collection tubes and centrifuge at 3000 r.p.m for 10 min. Serum were collected and initially diluted to 1:10. Commercially available ELISAs kits were used for detection of anti-ANA (Alpha Diagnostic, San Antonio, TX), anti-ssDNA (Alpha Diagnostic, San Antonio, TX), anti-RNPs (Arotec, Wellington, New Zealand), anti-Sm (Arotec, Wellington, New Zealand), IL-1β (RayBiotech, GA, USA), 8OHdG (Cell Biolabs, CA, USA), IFN-α (Sangon Biotech, Shanghai, China) and IFN-β (Sangon Biotech, Shanghai, China). For detection of MPO-DNA and NE-DNA complexes^71^, anti-human MPO antibodies (abcam ab25989, 1:1000) and anti-human NE antibodies (ab21595, 1:1000) were diluted with PBS and coated onto 96-well microtiter plates (75 μl per well) overnight at 4 °C. After blocking in 1% BSA (125 μl per well) for 90 min at room temperature, serum was added per well, followed by incubation overnight at 4 °C. The plate was washed 5 times, followed by the addition of Pico Green from Quant-iT Pico Green dsDNA assay kit and detected following the instructions (Invitrogen).

### Cytotoxicity assay

After stimulation as indicated, supernatant was collected and LDH release was quantified using CytoTox 96 Non-Radioactive Cytotoxicity Assay (Promega) according to the manufacturer’s instructions. The calculation of percentages of cytotoxicity was analyzed on maximum LDH release from cells treated with 1% Triton X-100.

### Immunofluorescence

Murine or human neutrophils were seeded at 5 × 10^5^ cells/ml on confocal dishes pre-coated with 0.001% poly-_L_-Lysine overnight. Cells were stimulated and treated as indicated. Neutrophils were fixed with 2% paraformaldehyde (PFA) at 37 °C for 15 min. After washing with PBS, cells were permeabilized by 0.1% Triton X-100 at 4 °C for 10 min. After being washed again, cells were blocked by 3% goat serum and 3% FBS at 4 °C for 1 h. The cells were incubated with indicated primary antibodies at 4 °C overnight. Then the cells were gently washed with PBS twice. Cells were incubated with secondary antibodies at room temperature for 2 h and were incubated with Hoechst or Sytox Green at room temperature for 10 min. For mtDNA detection, 2 × 10^6^ cells/ml cells were seeded same as above. Cells were added with MitoSox at 100 nM (Invitrogen) for 15 min at 37 °C and then fixed in 2% PFA for 15 min at 37 °C for further staining. After washing with PBS, cells were permeabilized by 0.1% Triton X-100 at 4 °C for 10 min. After being washed again, cells were blocked by 3% goat serum and 3% FBS at 4 °C for 1 h. Anti-8-OHDG and anti-TOMM20 was added overnight at 4 °C, followed by incubation with secondary antibodies for 3 h at 4 °C. Cells were stained with Hoechst, DAPI or Sytox Green for 15 min. Kidneys sections from frozen OCT embedded tissues were fixed with 1:1 acetone/methanol and stained with IgG (FITC, Jackson ImmunoResearch) and anti-complement C3 (abcam) antibodies. Images were captured with FV3000 confocal system (Olympus) and data were analyzed with Imaris (Bitplane, V9.5) and ImageJ (NIH, V2.0.0).

### Mitochondrial membrane potential detection

Neutrophils were isolated from WT, pristane-induced WT and pristane-induced *Gsdmd*^−*/*−^ mice. Cells were seeded at 2 × 10^6^ cells/ml on the glass-bottom dishes pre-coated with 0.001% poly-_L_-Lysine overnight, and were cultured in RPMI supplemented with 10% FBS for 1 h at 37 °C. After supernatant removal, cells were incubated with JC-1 (Beyotime, Jiangsu, China) for 20 min at 37 °C following manufacturer’s instruction. After washed by PBS twice, cells were incubated with Hoechst for 5 min at 37 °C. Images were performed on Olympus FV3000 Laser Scanning Microscope. Cells with low mitochondrial membrane potential showed green fluorescence and red fluorescence with high membrane potential.

### Assessment of renal disease

Mice were caged in metabolic cages and urine was collected over a 24 h period. Enzyme-linked immunosorbent assay kits were used to measure urine albumin and creatinine levels (albumin, Bethyl Laboratories, Houston, TX; creatinine, Exocell, Philadelphia, PA). The UACR ratio is expressed as micrograms of albumin to milligrams of creatinine.

### PI staining

Bone marrow neutrophils were seeded at 2 × 10^6^ cells/ml on confocal dishes pre-coated with 0.001% poly-_L_-Lysine overnight. Cells were stimulated and treated as indicated. Neutrophils were treated with 2 μl PI (40302-B, Yeasen, Shanghai, China) in 200 μl PBS, reaction at room temperature and away from light for 10-15 min. Then the cells were washed with PBS for twice. Images were performed on Olympus FV3000 Laser Scanning Microscope.

### mtDNA isolation

Mitochondria were isolated using Cell Mitochondria Isolation Kit (Beyotime Biotechnology, Shanghai, China) according to manufacturer’s instructions. Briefly, the cells were gently resuspended in ice-cold PBS and centrifuged at 600 × *g* (4 °C) for 5 min. The mitochondrial separation reagent (2 ml) with PMSF (100 mM) was added at a cell density of 50 million cells. The cells were placed on ice for 15 min and then transferred to a Dounce homogenizer (Kimble/Kontes, Vineland, NJ) and disrupted 15 times on ice. The homogenate was centrifuged at 600 × *g* (4 °C) for 10 min to remove unbroken cells and nuclei. The supernatant was carefully transferred to another centrifuge tube, and centrifuged at 11000 × *g* (4 °C) for 10 min. The supernatant was carefully removed, and the separated cell mitochondria were collected. MtDNA was isolated using Mitochondrial DNA Extraction Kit (Phygene, Fujian, China) according to manufacturer’s instructions. One hundred and ten microliters DNase I (2 ng/μl) was mixed with mitochondria at 37 °C for 10 min to remove nuclear DNA. After wash and centrifuge at 12,000 × *g* (4 °C) for 5 min. The pellet was resuspended and lysed with mitochondrial lysis buffer to release mitochondrial DNA. After enzyme mix treatment and ethanol precipitation, mitochondrial DNA was pelleted and resuspended in TE buffer for further analysis.

### Quantification of extruded mtDNA

The release of extracellular mtDNA were detected as described previously^21^. Two nanograms of DNA was isolated from cell-free supernatants by using mammalian genomic DNA extraction kit (Beyotime). The DNA were subjected to Real-Time PCR with SYBR green PCR master Mix (Vanzyme) and 0.5 μM of mtDNA primers described above. The results were expressed as relative mtDNA copy number.

### GSDMD oligomerization assay

Native gel immunoblot was performed as previously described^10,15^. 4 × 10^6^ bone marrow neutrophils were seeded in 6-well plates. IFN-γ (100 ng/ml) and lupus serum (10%) were added for 12 h. Cells were harvested by 250 μl of 5 × SDS loading buffer. Samples were split equally into two tubes. And 75 μl of dH_2_O or TCEP was added to generate non-reducing and reducing Western blotting samples. After heating to 65 °C for 10 min. Samples were electrophoresed through a 4–16% NativePAGE Bis-Tris gel (Invitrogen) in NativePAGE running buffer (Invitrogen) at 4 °C and 150 V. Proteins were then transferred to a PDVF membrane at 0.2 A for 2 h in NativePAGE transfer buffer (Invitrogen) for immunoblotting.

### Cell-free GSDMD cleavage by recombinant caspases

GSDMD cleavage was performed according to a previous report^8^. In short, 5 mg of purified recombinant human GSDMD was incubated with 0.1 mg of caspase-4 and LPS or 0.1 mg of active caspase-1 in a 25 ml reaction buffer (50 mM HEPES (pH 7.5), 3 mM EDTA, 150 mM NaCl, 0.005% Tween-20). Human mtDNA was obtained from mitochondria isolated from HEK293T cells using the protocol as previously described^72^. The mtDNA was oxidized by UV irradiation (250 mJ/cm^2^) according to previously published methods^73^. Human mtDNA or Ox-mtDNA was added at 20 nM. The reaction was incubated at 37 °C for 1 h. The GSDMD was separated through non-reducing SDS-PAGE gel.

### Protein labeling and microscale thermophoresis (MST) analysis

The binding affinity of GSDMD and mtDNA, GSDMD and Ox-mtDNA, GSDMD-N and mtDNA and Ox-mtDNA were measured at 25 °C in a binding buffer (PBS containing 0.05% Tween-20) by Microscale Thermophoresis using MONOLITH NT.115 as previously described^74^. One hundred microliters His-GSDMD, His-GSDMD-N peptide and His-GSDMD-N mutant peptide were added at a concentration of 160 nM and incubated with 100 μl 100 nM RED-tris-NTA 2nd Generation dye (NanoTemper) in the dark for 30 min. After incubation, the labeled GSDMD was mixed 1:1 with mtDNA or Ox-mtDNA in a twofold dilution series from 30 nM to 100 μM for the measurement. The samples were loaded into NanoTemper Monolith NT.115. Kd values were calculated using the mass action equation and NanoTemper software, the data were plotted by the GraphPad Software.

### Statistics and reproducibility

All experiments were performed at least three times unless specifically stated. Information about statistical details and methods is indicated in the figure legend. Statistical analysis was performed using GraphPad Prism 8.0. Data are expressed as mean ± SD (standard deviation). Unpaired two-tailed Student’s *t* test was used to analyze the differences between two groups. Comparisons among multiple groups were analyzed with one-way analysis of variance. Survival curves were estimated for each group, considered separately, using the Kaplan–Meier method and compared statistically using the log rank test. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

Description of additional supplementary files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The RNA-sequencing data have been deposited in Gene Expression Omnibus (GEO) of NCBI under the Accession number GSE173767 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173767). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Oxidized mitochondrial DNA induces gasdermin D oligomerization in systemic lupus erythematosus
**Source:** Nat Commun. 2023 Feb 16;14:872. doi: 10.1038/s41467-023-36522-z
**Supplement:** Supplementary file 4 — Description of additional supplementary files

**Description of Additional Supplementary Files**

Supplementary Movie 1

Description: Representative two-photon intravital imaging of neutrophils in the kidneys of WT mice. Texas Red-dextran 70 kD (10 μg/mouse) and AF488-anti-mouse ly6G (2.5 μg/mouse) were administered intravenously 10 minutes before imaging (n = 3). Scale bar, 50 μm.

Supplementary Movie 2

Description: Representative two-photon intravital imaging of neutrophils in the kidneys of PIL mice. Texas Red-dextran 70 kD (10 μg/mouse) and AF488 anti-mouse ly6G (2.5 μg/mouse) were administered intravenously 10 minutes before imaging (n = 3). Scale bar, 50 μm.

Supplementary Movie 3

Description: Representative two-photon imaging of neutrophil extracellular DNA release in Ms4a3-tdTomato mice following pristane treatment for 7 months. Mice were intravenously administered with Qtracker 655 and Sytox Green for 10 minutes before imaging (n = 3). Scale bar, 20 μm.

Supplementary Movie 4

Description: Representative two-photon imaging of neutrophil extracellular DNA release in Ms4a3-tdTomato mice following pristane treatment for 7 months. Mice were intravenously administered with Qtracker 655 and Sytox Green for 10 minutes before imaging (n = 3). Scale bar, 20 μm.

Supplementary Movie 5

Description: Representative two-photon intravital imaging of the kidneys of pristane-treated WT mice. Qtracker 655, Sytox Green, and PE-anti-mouse Ly6G were administered intravenously 10 minutes before imaging (n = 3). Scale bar, 20 μm.

Supplementary Movie 6

Description: Representative two-photon intravital imaging of the kidneys of pristane-treated *Gsdmd^-/-^* mice. Qtracker 655, Sytox Green, and PE-anti-mouse Ly6G were administered intravenously 10 minutes before imaging (n = 3). Scale bar, 50 μm.

How the deposited data were processed for this re-analysis (not part of the article)

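The data are read counts per gene from 9 kidney RNA-seq libraries, 3 each from saline-treated WT mice, pristane-treated WT mice (PIL mice) and pristane-treated *Gsdmd*-/- mice. Groups follow the paper where the sample labels differ from it. The treatment field of the labels reads none for the saline group and for the *Gsdmd*-/- group. For control mice the treatment protocol in the labels gives saline, as the paper does. The labels describe all mice as female. Whether each library came from a separate mouse is not given in the sources used here.

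According to the paper, the authors isolated RNA with TRIzol, sequenced paired ends on an Illumina Novaseq6000, aligned the reads to mm10 with Hisat2, and counted them per gene with HTSeq; the paper also names TopHat2 alignment files, and gives no versions of these tools. The read counts as deposited by the authors are raw HTSeq counts per gene, with no normalization. The FPKM values as deposited by the authors are the same counts divided by gene length and library size; FPKM recomputed from the counts gave ratios of 0.99999429 to 0.99999633 to the deposited values, and FPKM was not used further. The table holds 21935 genes, of which 17680 had at least 1 count. By Ensembl ID 21816 matched GENCODE M21 (GRCm38), 21779 of these are protein-coding there, and 21616 have the same start and end. Since 31 symbols are shared by more than 1 gene, genes were handled by ID.

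Genes were filtered with edgeR's filterByExpr at its defaults, which left 14069. Libraries were scaled by TMM, dispersions were estimated across the 3 groups, and groups were compared with edgeR's robust quasi-likelihood F-test, with 6 residual degrees of freedom and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. Log2 CPM values used a prior count of 2. The 3 comparisons were WT pristane against WT saline, *Gsdmd*-/- pristane against WT pristane, and *Gsdmd*-/- pristane against WT saline. *Gsdmd* was also compared with exact permutation tests, which at 3 libraries against 3 cannot give a 2-sided p below 0.1. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.

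Of 28 gene lists, 27 were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, each adjusted over the lists of a comparison. They hold the genes of Fig. 1a, the genes labelled in Fig. 8a, type I interferon-stimulated genes, interferon-γ and antigen presentation genes, cytokines and chemokines, inflammasome and pyroptosis genes, Fcγ receptor and complement genes, markers of neutrophils, of monocytes, macrophages and dendritic cells, of T and NK cells and of B and plasma cells, kidney injury genes, extracellular matrix and fibroblast genes, podocyte, proximal tubule, distal nephron and endothelial genes, genes of perirenal fat, red blood cells, lymph node and skeletal muscle, immediate early and heat shock genes, circadian clock genes, cell cycle genes, mitochondrially encoded genes, nuclear genes of oxidative phosphorylation, and sex check genes. Adrenal genes had too few measured members to be tested. Over-representation of Reactome pathways and of the GO terms listed with the genes was tested with the hypergeometric distribution for terms of 10 to 500 genes, with the genes that could have been called as background.

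The genes named in the text were those the paper names or labels in Fig. 1a and Fig. 8a, whose colours in the figures had been seen; in each comparison up to 10 called genes per direction with the largest log2 fold change, at least 50 normalized counts in the higher group and groups that do not overlap, or, where fewer than 5 passed, the 5 with the lowest p; and up to 4 members per list with the lowest p. The genes of sex-biased expression were added for the test of sex. Of the genes labelled in Fig. 8a, 1 is not analysed here.

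This rule, the groups, the lists, the tests and most alternatives were set before the data were examined. The alternatives were RLE and upper-quartile scaling, no filter on low counts, at least 10 counts in every library, replicate number as a block, DESeq2, limma-voom with sample quality weights, only the 6 libraries of 2 groups, each library left out in turn, other thresholds, and DESeq2 on 6 libraries at an unadjusted p under 0.05 and an absolute log2 fold change of at least 1. Chosen after the data had been seen were DESeq2 on 6 libraries at an adjusted p, leaving out each library in the fits of 6 libraries, and the test of GO terms.

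Library totals ran from 13311063 to 16299328 counts. Averaged over genes, replicates differed by 8.28 to 149 times the variance of counting (chi-square per degree of freedom), so on that average the spread between libraries exceeded counting error. Highly expressed genes weigh heavily in this average, which does not show the same for genes with few counts. For a gene with 0 counts in a group, 3 counts were taken as the upper limit, which covers counting error only. The procedure was tested on simulated data with the spread of these libraries. With 1 set of genes changed 2-fold and 1 set changed 4-fold in the WT pristane libraries, it called 44% and 88% of them against WT saline, with 6 false calls among 138. With the changes in the *Gsdmd*-/- libraries, it called 52% and 87% against WT pristane, with 10 false calls among 149. Each gene was drawn at 1 spread shared by all 9 libraries. The larger spread of the WT pristane libraries was therefore not modelled, and the shares are not the power of each comparison. In simulated lists camera called 1 of 1 shifted and 0 of 27 unshifted lists. Genes of a list were not simulated to vary together. In PIL against saline kidneys the estimated correlation ran from -0.0251 (skeletal muscle list) to 0.885 (cell cycle list), with 0.503 for the cytokine list. The simulated lists therefore cannot show how often camera at the preset correlation makes false calls on the measured lists.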

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

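The tests of sex against pristane, of the identity of PIL replicate 3, of the loss of *Gsdmd* and of the clock genes were chosen after their results had been seen; both tests of Y-linked reads were set before.

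*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which the paper does not report, summed to 155.8 CPM (SD 38.3, n = 3 libraries) in the saline libraries, 132.8, 134.5 and 200.0 in replicates 1, 2 and 3, and to 0 counts of 88693982 in the other 6 libraries, although all mice are described as female. A small amount of male RNA in libraries of female saline mice would leave X-linked genes that escape inactivation at the level of the other libraries, but 5 such genes were lower in saline libraries by a median log2 difference of -0.306, each of them negative. Male saline mice, with female mice in the other 2 groups, would raise male-biased kidney genes, and 6 such genes were higher in saline libraries by a median of 1.55, from 0.484 for *Gusb* to 3.17 for *Cyp2e1*, which is consistent with a difference in sex. If so, sex alone, with no effect of genotype, would make most calls between PIL and saline kidneys also calls in the same direction between *Gsdmd*-/- and saline kidneys, and 28.8% were. This share cannot decide it, since PIL against saline kidneys itself kept 237 of its 1072 calls without saline replicate 1. The kidney injury list had a median log2 fold change of 2.60 in PIL against saline kidneys and -0.18 in *Gsdmd*-/- against saline kidneys. Because the 2 groups without Y-linked counts also differ in genotype, and a call depends on the spread in each group, sex as part of these differences cannot be told apart from pristane.

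Inflammatory gene lists were low in the *Gsdmd*-/- libraries and also in PIL replicate 3, whose mean of the kidney injury list was -0.626 against 2.95 and 1.26 in PIL replicates 1 and 2 (log2 scale, relative to all 9 libraries). The tables argue against a *Gsdmd*-/- library in its place, since its *Gsdmd* CPM was 5.19 times that of the highest *Gsdmd*-/- library, and against a saline mouse of this series, since it had 0 counts of the 4 Y-linked genes. Loss of *Gsdmd* as the source of the lower inflammatory genes cannot be told apart from a spread of disease between PIL mice that happened to fall between the groups, nor from a lack of pristane, since the sample labels give the *Gsdmd*-/- mice no treatment and their cytokine, macrophage and injury lists did not pass against saline (camera, adjusted p = 0.976, 0.218 and 0.940): edgeR called 0 genes lower in *Gsdmd*-/- kidneys with all 9 libraries (1826 at an unadjusted p under 0.05; DESeq2 called 702 and limma-voom with sample quality weights 3208) and 1749 without PIL replicate 3. A milder disease in the kidney behind PIL replicate 3 stays open and was not tested, since disease was not given per library. No batch or date is given for the libraries.

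Clock genes had log2 fold changes of 1.87 (*Npas2*, adjusted p = 0.111 from edgeR), 1.04 (*Arntl*, 0.127) and -2.13 (*Dbp*, 0.127) between *Gsdmd*-/- and PIL kidneys, none past the threshold there, and the clock list did not pass either (camera, adjusted p = 0.620). Camera tests a shift in a single direction. Fry's mixed test, which also counts genes of a list that move in opposite directions, passed for the clock list (adjusted p = 0.00231). Between *Gsdmd*-/- and saline kidneys, which the paper does not compare, *Npas2* was called by edgeR (1.12, adjusted p = 0.0470), but not with only the 6 libraries (0.0517) or at 10 counts in every library (0.0508), nor without saline replicate 1 (0.198), saline replicate 3 (0.0725), PIL replicate 2 (0.0841) or *Gsdmd*-/- replicate 1 (0.156), 2 (0.194) or 3 (0.1275). *Arntl* (1.00, adjusted p = 0.0463 from edgeR) and *Dbp* (-2.305, adjusted p = 0.0252) were called there too, also with only the 6 libraries (0.0497 and 0.0436). Their calls remained in 3 and 5 of the 9 fits without 1 library. If the level of inflammation set the clock genes, saline libraries low in inflammatory genes would lie near the *Gsdmd*-/- end of a line. The line runs over the clock genes from PIL (0) to *Gsdmd*-/- (1). The mean of the saline libraries lay at -0.106, with replicates 1, 2 and 3 at -0.385, 0.251 and -0.184. Their cytokine list stood at -0.343, 0.0785 and -1.10 on the log2 scale, relative to all 9 libraries. Saline replicate 2 stood at 1.44 for the type I interferon list, and replicates 1 and 2 at 0.614 and 0.941 for neutrophil markers. The saline libraries were thus not low in every inflammatory list, so their place does not decide this. The saline libraries also differ in Y-linked genes, so an effect of inflammation that a difference in sex would mask stays open. PIL replicate 3, low in injury genes and with 0 Y-linked counts, lay at 0.0326, near the PIL end. It is 1 library and enters the mean that sets that end, so its place is not independent evidence. Time of day at which the kidneys were taken cannot be told apart from the genotype, since the hour is not given in the sources used here, and the difference of 1.02 between the median log2 fold changes of 5 activators and 10 output genes decides nothing, as the test was set up on clock genes already seen to move.

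Between *Gsdmd*-/- and saline kidneys, which the paper does not compare, edgeR called 423 genes, 218 higher and 205 lower. The count became 105 without saline replicate 1, 280 without PIL replicate 2, 705 without PIL replicate 1, and 127, 117 and 114 without *Gsdmd*-/- replicates 1, 2 and 3. The 6 libraries of a comparison can be split in 10 ways, too few for a share under 0.05. The real split gave 423 calls here and the highest of the others 0, for PIL against saline kidneys 1072 and 60, and for *Gsdmd*-/- against PIL kidneys 0 in all 10 splits. At an unadjusted p under 0.05 edgeR gave 2055 genes in the real split and 603 in the highest other one here, and 2942 and 2011 for *Gsdmd*-/- against PIL kidneys. For PIL against saline kidneys it gave 3887 in the real split and 4342 in the split of saline replicates 1 and 3 with PIL replicate 3 against the other 3 libraries, the split with 60 calls, so at this threshold the libraries also part in a way that is not the treatment.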

How the results depend on the processing

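Added after the data had been seen were DESeq2 on 6 libraries at an adjusted p and leaving out single libraries from the fits of 6 libraries. The file holds counts, so no pseudocount alternative applied. Unless a value or the construction of the alternative shows it, the cause of a change was not tested. Averaged over genes, the spread between libraries exceeded counting error, which was not shown for genes with few counts. With RLE or upper-quartile scaling the median log2 fold change of all genes lay between -0.0255 and 0.0697 over the 3 comparisons, against -0.0108 to 0.0118 with TMM.

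For PIL against saline kidneys edgeR called 630 genes higher and 442 lower. With RLE scaling 1061 of the 1072 calls remained, and with upper-quartile scaling 1011. DESeq2 called 1309 higher and 976 lower, limma-voom with sample quality weights 3210 and 3013, and edgeR on only the 6 libraries 49 and 81. The same restriction raised the calls for *Gsdmd*-/- against saline kidneys from 423 to 766, so fewer residual degrees of freedom alone do not account for the fall. At an unadjusted p under 0.05, edgeR gave 2165 and 1722; with an absolute log2 fold change of at least 1 added to the adjusted p, 197 lower; and DESeq2 on 6 libraries at an unadjusted p and this fold change, 1123 higher. Without 1 of 9 libraries the calls ranged from 97 higher (without saline replicate 1) to 1902 (without PIL replicate 3), and from 127 lower (without PIL replicate 2) to 1782 (without PIL replicate 3). In the fits of 6 libraries, added later, there were 1 higher and 9 lower without saline replicate 1, 2 and 43 without saline replicate 2, 11 and 32 without saline replicate 3, 50 and 58 without PIL replicate 1, 1 and 12 without PIL replicate 2, and 765 and 440 without PIL replicate 3. DESeq2 on 6 libraries at an adjusted p, also added later, gave 838 and 513.

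For *Gsdmd*-/- against PIL kidneys edgeR called 0 genes in each direction. DESeq2 called 176 higher and 702 lower, limma-voom with sample quality weights 3235 and 3208, and edgeR on only the 6 libraries 1 higher. At an unadjusted p under 0.05 edgeR gave 1116 and 1826, and DESeq2 on 6 libraries with the fold change above gave 146 and 1165. DESeq2 on 6 libraries at an adjusted p, added later, gave 156 and 839. Without 1 of 9 libraries the calls ranged from 0 to 1455 higher and from 0 to 1749 lower, the highest without PIL replicate 3 and, apart from 1 higher without saline replicate 2, 0 in the rest. In the fits of 6 libraries, added later, 1 was higher without PIL replicate 1, and 2124 were higher and 2448 lower without PIL replicate 3. Genes both higher after pristane and lower in *Gsdmd*-/- kidneys numbered 0 with edgeR, 464 with DESeq2, 1977 with limma-voom and from 0 to 1210 (without PIL replicate 3) without 1 library. No Reactome pathway could pass with edgeR, which called 0 genes, and 69 passed with the calls of DESeq2 on 6 libraries at an unadjusted p.

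For *Gsdmd*-/- against saline kidneys edgeR called 218 higher and 205 lower. DESeq2 called 462 and 447, limma-voom 1152 and 1049, and edgeR on only the 6 libraries 408 and 358. At an unadjusted p under 0.05 edgeR gave 1080 and 975, with the fold change added to the adjusted p 129 lower, and DESeq2 on 6 libraries 427 and 465 at an unadjusted p with the fold change and, added later, 622 and 595 at an adjusted p. Without 1 of 9 libraries the calls ranged from 42 higher (without saline replicate 1) to 374 (without PIL replicate 1), and from 58 lower (without *Gsdmd*-/- replicate 3) to 331 (without PIL replicate 1).

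Replicate numbers did not pair the libraries: the correlations between libraries of the same number in different groups ran from -0.138 to 0.289. With replicate number as a block, 836 of the 1072 calls between PIL and saline kidneys remained, *Gsdmd*-/- against PIL kidneys gave 1 gene higher and 2 lower, and 2 genes were both higher after pristane and lower in *Gsdmd*-/- kidneys.

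*Gsdmd* in *Gsdmd*-/- against PIL kidneys had a log2 fold change of -2.71 with DESeq2 and -3.29 with limma-voom, both called, and from -3.02 (without PIL replicate 1) to -2.18 (without PIL replicate 2) in the fits without 1 library. The cytokine list in PIL against saline kidneys had an adjusted p of 0.401 from camera with an estimated correlation and 0.0857 from fry. In *Gsdmd*-/- against PIL kidneys these were 0.310 and 0.125 for the cytokine list and 0.571 and 0.337 for the type I interferon list. The type I interferon list in PIL against saline kidneys had a negative direction and did not pass with all 9 libraries (adjusted p = 0.196), and it was higher without saline replicate 2 (adjusted p = 0.000388); its adjusted p ranged from 7.45e-05 (without saline replicate 3) to 0.561 (without PIL replicate 3) without 1 library. Among results that did not pass, the direction of this list was also positive with limma-voom (adjusted p = 0.400), and in the same comparison *Irf7* and *Isg15* turned from negative to positive without saline replicate 2 (1.21 and 0.96) and with limma-voom (0.67 and 0.46). Where either value was called, the sign turned for the B cell list in *Gsdmd*-/- against PIL kidneys at 10 counts in every library (adjusted p = 0.937), which removes members, for the proximal tubule list in *Gsdmd*-/- against saline kidneys with limma-voom (adjusted p = 0.9515), and for *Hba-a1* in *Gsdmd*-/- against PIL kidneys with limma-voom (1.61). Over the named genes, 6237 values under alternatives stayed on their side of the threshold, some of those that did not pass with the other sign, 477 passed it only there, and 336 no longer passed; over the lists these were 1282, 35 and 137.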

Differences from the paper's values

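The paper's volcano plot of *Gsdmd*-/- against PIL kidneys shows about 120 genes higher and about 760 lower in Fig. 8a, read by eye. Here edgeR with all 9 libraries called 0 higher and 0 lower at an adjusted p under 0.05, and 1116 and 1826 at an unadjusted p under 0.05. The legend of Fig. 8a states no thresholds. Its lines are drawn at an unadjusted p of 0.05 and an absolute log2 fold change of 1. Of the alternatives set before the data were examined, DESeq2 on 9 libraries came within 1.5 times of both of the paper's counts, with 176 higher and 702 lower. It was used at an adjusted p under 0.05 with no limit on the fold change, a threshold unlike those lines. At the lines of Fig. 8a, DESeq2 on 6 libraries came within 1.5 times for the higher genes (146) and not for the lower ones (1165). The other alternatives set before came within 1.5 times of neither count. Among them were limma-voom with sample quality weights (3235 and 3208), replicate number as a block (1 and 2) and edgeR without PIL replicate 3 (1455 and 1749). DESeq2 on 6 libraries at an adjusted p, chosen after the values had been seen, gave 156 higher and 839 lower; how many of the paper's own called genes it drops was not counted, since the paper does not list them.

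The paper states that *Gsdmd*, *Casp1* and *Casp4* were upregulated in PIL kidneys. *Casp1* was called here (log2 fold change 1.68, adjusted p = 0.0130 from edgeR), and *Gsdmd* (0.70, adjusted p = 0.319) and *Casp4* (1.08, adjusted p = 0.271) had positive values that did not pass. With limma-voom and sample quality weights, which called 6223 of 14069 genes, *Gsdmd* (1.39, adjusted p = 0.0075) and *Casp4* (1.60, adjusted p = 0.00561) passed.

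The paper states that *Irf3* and *Irf7* rose in PIL kidneys. *Irf3* had a log2 fold change of 0.20 (adjusted p = 0.486 from edgeR) and did not pass under any alternative run on single genes. *Irf7* had -1.05 (adjusted p = 0.465 from edgeR), and was positive without saline replicate 2 (1.21, adjusted p = 0.125) and with limma-voom and sample quality weights (0.67, adjusted p = 0.387), without passing.

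The paper presents the 26 genes of Fig. 1a as differentially expressed between saline and pristane kidneys. By edgeR 4 of 26 were called, *Casp1*, *Aim2* and *Pycard* higher and *Clec3b* lower, and 20 of 26 had positive values. Limma-voom with sample quality weights called 15 higher and 3 lower, edgeR without PIL replicate 3 called 8 and 2, DESeq2 on 9 libraries 6 and 1, edgeR with upper-quartile scaling 4 and 1, and edgeR without saline replicate 2 called 4 higher. EdgeR called 0 of these genes on only the 6 libraries, without saline replicate 1 and without PIL replicate 2, and 2 higher without saline replicate 3. Which libraries Fig. 1a draws is not clear.

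The paper names *Trim5*, *Isg15* and *Irf7* among genes suppressed in *Gsdmd*-/- kidneys. All had negative values, -0.40, -1.66 and -1.89, and none passed in edgeR (adjusted p = 0.473, 0.278 and 0.267) or in DESeq2 on 9 libraries. All 3 passed with limma-voom and sample quality weights (adjusted p = 0.0162, 0.0253 and 0.0295), which called 6443 of 14069 genes. Of the 10 genes labelled in Fig. 8a that were tested, edgeR called 0 over all genes tested (4 higher and 3 lower when adjusted over the list alone), DESeq2 on 9 libraries called 4 higher and 1 lower, limma-voom with sample quality weights 4 and 6, and edgeR without PIL replicate 3 called 4 and 3. The study chose these genes on libraries of this series, so the counts over the list alone are not independent evidence.

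The paper reports GO terms of cytokine production and immune responses among differing genes. Here 0 terms passed with edgeR's calls at an adjusted p, and 327 GO terms passed with DESeq2 on 6 libraries at an unadjusted p and the fold change above, a test chosen after the data had been seen.

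The mice are described as female. Y-linked genes were read in the 3 saline libraries, at 132.8 to 200.0 CPM.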

Other observations

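The overlap of the calls of both comparisons with saline, and its simulation, was chosen after the calls had been seen; the other tests here were set before.

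Between *Gsdmd*-/- and saline kidneys, the amino acid transporter *Slc7a12* rose from 5.17 ± 1.70 to 244 ± 86.9 CPM (mean ± SD, n = 3 libraries), the organic anion exporter *Abcc3* from 3.77 ± 1.10 to 114 ± 43.8, *Bhmt* from 2.82 ± 1.26 to 100 ± 40.6 and the prolactin receptor *Prlr* from 8.65 ± 10.2 to 234 ± 37.0. *Slco1a1* fell from 285 ± 123 to 0.117 ± 0.142 CPM, *Cyp2j13* from 350 ± 91.8 to 0.970 ± 0.326 and *Acsm3* from 444 ± 131 to 1.72 ± 0.746. Each of these calls remained without any 1 of the 9 libraries. The 4 Y-linked genes were lower here too (camera, adjusted p = 5.44e-79, and 0.000879 with an estimated correlation), so these differences go with the Y-linked reads of the saline libraries as well as with treatment and genotype.

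Of the gene lists in this comparison, the cytokine list (camera, adjusted p = 0.976), the macrophage list (adjusted p = 0.218) and the injury list (adjusted p = 0.940) did not pass. Type I interferon-stimulated genes were lower (median log2 fold change -1.05; adjusted p = 6.77e-10), as were interferon-γ genes (median -0.74; adjusted p = 4.46e-06), both with an adjusted p of 0.891 with an estimated correlation. Much of this lay in saline replicate 2: relative to all 9 libraries (log2 scale) the type I list stood at -0.0276, 1.44 and -0.522 in saline replicates 1, 2 and 3 and at -0.536, -0.666 and -0.399 in the *Gsdmd*-/- libraries, and the interferon-γ list at 0.101, 0.814 and -0.555 and at -0.358, -0.840 and -0.555. Without saline replicate 2 the adjusted p was 0.0116 and 0.0242. Of 16 podocyte genes 5 rose (10 when adjusted over the list alone; adjusted p = 1.95e-10, and 0.284 with an estimated correlation), among them *Cdkn1c* (1.45, adjusted p = 0.00514 from edgeR), whose call remained without any 1 of the 9 libraries. Lower by camera were also T and NK cell markers (adjusted p = 0.00892), neutrophil markers (0.0219), matrix genes (0.0159) and cell cycle genes (0.0121), each with an adjusted p of 0.891 with an estimated correlation. These calls ended for T and NK cell markers without saline replicate 1 (0.0521), saline replicate 2 (0.0816) or *Gsdmd*-/- replicate 2 (0.05005), for matrix genes without *Gsdmd*-/- replicate 2 (0.0592), for cell cycle genes without saline replicate 3 (0.994), and for neutrophil markers in 6 such fits, without saline replicate 1 (0.137), saline replicate 2 (0.2415), PIL replicate 1 (0.0543), PIL replicate 3 (0.0512), *Gsdmd*-/- replicate 1 (0.0660) or *Gsdmd*-/- replicate 3 (0.0668). At 10 counts in every library those of T and NK cell markers (0.140), neutrophil markers (0.140) and matrix genes (0.0803) ended, on only the 6 libraries that of neutrophil markers (0.148) and with limma-voom that of cell cycle genes (0.271). Proximal tubule genes (0.891 with an estimated correlation) and perirenal fat genes (0.572) were lower and skeletal muscle genes (0.505) higher at an adjusted p of 0.0498 each. These 3 calls ended without saline replicate 3 (0.3745, 0.325 and 0.0587), PIL replicate 3 (0.0666 each) or *Gsdmd*-/- replicate 1 (0.212, 0.0996 and 0.0996), those of the proximal tubule and fat lists without PIL replicate 1 (0.153 and 0.119), that of the fat list without *Gsdmd*-/- replicate 2 (0.113) and that of the muscle list without saline replicate 2 (0.140). They also ended with RLE scaling (0.0521, 0.0532 and 0.0521), those of the proximal tubule and fat lists at 10 counts in every library (0.736 and 0.151) and on only the 6 libraries (0.148 and 0.146), that of the fat list with limma-voom (0.199), and that of the muscle list with upper-quartile scaling (0.0578), no filter (0.294) and limma-voom (0.334). The median of the proximal tubule list was positive (0.11) while its mean was negative, and with limma-voom its direction was higher (adjusted p = 0.9515).

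Cell cycle genes were lower in *Gsdmd*-/- than in PIL kidneys (20 of 20 negative, median -1.78; camera, adjusted p = 1.42e-07, and 0.437 with an estimated correlation), as were immediate early and heat shock genes (median -0.53; adjusted p = 0.00241), a call that ended without *Gsdmd*-/- replicate 1 (adjusted p = 0.0556). Mitochondrially encoded genes were higher (12 of 12 positive, median 0.42; adjusted p = 0.000325, and 0.00552 without PIL replicate 1). With an estimated correlation the adjusted p was 0.437 for both of the latter. The mitochondrial list stood at -0.910, -0.397 and 0.197 in PIL replicates 1, 2 and 3, relative to all 9 libraries on the log2 scale, and at 0.125, 0.263 and 0.191 in the *Gsdmd*-/- libraries, so PIL replicate 3 lay among them. The genes of Fig. 1a were lower (adjusted p = 7.89e-07, and 0.310 with an estimated correlation). The study chose these genes as differing between saline and pristane kidneys of this series, so their direction against PIL kidneys is not independent evidence. Lists of podocyte (adjusted p = 0.334), endothelial (0.766), perirenal fat (0.673), red blood cell (0.766), lymph node (0.938), skeletal muscle (0.938), clock (0.620) and nuclear oxidative phosphorylation genes (0.334) did not pass; for the red blood cell and clock lists the median was negative and the direction of the test higher. The red blood cell list passed with limma-voom (adjusted p = 0.00534).

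In PIL against saline kidneys, mitochondrially encoded genes (median -0.34; camera, adjusted p = 0.00935, and 0.599 with an estimated correlation) and nuclear genes of oxidative phosphorylation (median -0.11; adjusted p = 0.0363, and 0.692) were lower. The first call ended without PIL replicate 1 (adjusted p = 0.105) and the second without saline replicate 2 (0.1745) or PIL replicate 2 (0.0586), with replicate number as a block (0.0547), upper-quartile scaling (0.0628), at 10 counts in every library (0.0650) and on only the 6 libraries (0.0534). Lists of distal nephron (adjusted p = 0.0574), endothelial (0.274), red blood cell (0.975), lymph node (0.904), skeletal muscle (0.0574), immediate early and heat shock (0.0770), clock (0.247), cell cycle (0.0642) genes and the genes of Fig. 8a (0.975) did not pass. Distal nephron genes passed as lower without PIL replicate 3 (8.74e-05), saline replicate 1 (0.0264) or *Gsdmd*-/- replicate 2 (0.0488), with limma-voom (0.00368), upper-quartile scaling (0.0451) and replicate number as a block (0.0397). Cell cycle genes passed as higher without saline replicate 3 (1.71e-06) or PIL replicate 3 (0.00787), with limma-voom (0.000390) and with no filter (0.0472). Immediate early and heat shock genes passed as higher without PIL replicate 3 (0.000764) or saline replicate 2 (0.0493) and with limma-voom (0.0225), and skeletal muscle genes without PIL replicate 1 (0.000268), saline replicate 1 (0.0264) or saline replicate 3 (0.0334) and with DESeq2 (0.0469). With limma-voom endothelial genes (0.00627) passed as higher and red blood cell genes (0.0366) as lower. With all 9 libraries and an estimated correlation, the adjusted p was 0.692 for the distal nephron and immediate early lists, 0.760 for the cell cycle and endothelial lists, 0.401 for the muscle list and 0.987 for the red blood cell list. For the red blood cell list the median was positive and the direction of the test lower, and for the lymph node list the median was negative and the mean positive.

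Of the genes called between PIL and saline kidneys, 142 were also called higher and 167 also lower in *Gsdmd*-/- against saline kidneys, 22.5% and 37.8% of the calls in each direction. Both comparisons share the saline libraries. Independent lists of these sizes would share 9.76 and 6.44 genes, a count that leaves the shared libraries out. In 20 simulations of unchanged groups, which keep them, 0 genes were shared in each direction. With no gene changed there is hardly a gene to call, so this count cannot show how far shared libraries raise the overlap of real calls. Both comparisons also hold the difference in Y-linked reads, which the overlap does not set apart from pristane. The log2 fold changes of the 2 comparisons correlated across genes at 0.63 (covariance 0.360), against 0.504 (covariance 0.0571) on average in these simulations, and genes are not independent replicates. For PIL against saline and *Gsdmd*-/- against PIL kidneys, which share the PIL libraries, the correlation was -0.56, against -0.495 in the simulations.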
